# Conditional Deletion of *Pdcd1* Identifies the Cell-Intrinsic Action of PD-1 on Functional CD8 T Cell Subsets for Antitumor Efficacy

**DOI:** 10.3389/fimmu.2021.752348

**Published:** 2021-11-29

**Authors:** Sukanya Raghavan, Nataliya Tovbis-Shifrin, Christina Kochel, Anandi Sawant, Marielle Mello, Manjiri Sathe, Wendy Blumenschein, Eric S. Muise, Alissa Chackerian, Elaine M. Pinheiro, Thomas W. Rosahl, Hervé Luche, Rene de Waal Malefyt

**Keywords:** conditional KO mice, IFN gamma, PD-1, mass cytometry (CyTOF), tumor immunity and immunotherapy, CD8 T cell

## Abstract

Programmed cell death-1 (PD-1) blockade has a profound effect on the ability of the immune system to eliminate tumors, but many questions remain about the cell types involved and the underlying mechanisms of immune activation. To shed some light on this, the cellular and molecular events following inhibition of PD-1 signaling was investigated in the MC-38 colon carcinoma model using constitutive (PD-1 KO) and conditional (PD1cKO) mice and in wild-type mice treated with PD-1 antibody. The impact on both tumor growth and the development of tumor immunity was assessed. In the PD-1cKO mice, a complete deletion of *Pdcd1* in tumor-infiltrating T cells (TILs) after tamoxifen treatment led to the inhibition of tumor growth of both small and large tumors. Extensive immune phenotypic analysis of the TILs by flow and mass cytometry identified 20-different T cell subsets of which specifically 5-CD8 positive ones expanded in all three models after PD-1 blockade. All five subsets expressed granzyme B and interferon gamma (IFNγ). Gene expression analysis of the tumor further supported the phenotypic analysis in both PD-1cKO- and PD-1 Ab-treated mice and showed an upregulation of pathways related to CD4 and CD8 T-cell activation, enhanced signaling through costimulatory molecules and IFNγ, and non-T-cell processes. Altogether, using PD-1cKO mice, we define the intrinsic nature of PD-1 suppression of CD8 T-cell responses in tumor immunity.

## Introduction

Immune therapy with antibodies to programmed cell death-1 (PD-1)/programmed death-ligand 1 (PD-L1) (PD-1 blockade) has been approved for treatment of patients with a growing list of cancers including malignant metastatic melanoma, non-small cell lung cancer, head and neck and esophageal squamous cell carcinoma, renal cell carcinoma, Hodgkin’s lymphoma, bladder cancer, cervical cancer, gastric cancer, hepatocellular carcinoma, Merkel cell carcinoma, and solid tumors with microsatellite instability. Many ongoing clinical trials are evaluating PD-1 blockade across additional tumor types alone or in combination with chemotherapy or other checkpoint inhibitors (1). In spite of the success of PD-1 blockade to enhance overall survival (OS) in multiple tumor types compared to chemo- or radiation therapy, primary resistance to immune checkpoint inhibitors can occur and counteract the actual clinical benefits. Furthermore, after an initial response to PD-1 blockade, acquired resistance can also occur in some patients, which often leads to disease progression or eventually relapse. The mechanisms of resistance are complex, including both tumor cell intrinsic and extrinsic factors (2). In the current study, the immune cell phenotypes and gene expression pathways necessary for tumor regression after PD-1 blockade were investigated. The findings from this study can contribute to the improvement of current PD-1 blockade therapies for non-responding patients and develop future combination strategies aimed at targeting the immune system.

*Pdcd1* gene knockout mice (PD-1KO) have been useful to elucidate the function of PD-1 in central and peripheral tolerance and development of autoimmunity (3). Lack of PD-1 from birth affects the immune system, particularly the T-cell populations. In the peripheral lymphoid organs of PD-1KO mice, a significant increase in the baseline frequency of effector memory CD4^+^ and CD8^+^ T cells (CD44^+^CD62L^−^) has been reported (3, 4). Immune-mediated mechanisms prior to tumor rejection have been difficult to follow in the PD-1KO mice, as the tumors in some mice fail to establish or quickly regress (5). The availability of PD-1 neutralizing antibodies has made it possible to define the effects of PD-1 blockade on the immune system without the confounding effects of lacking PD-1 from birth. However, antibody treatment can have unintended consequences that could affect mechanism of action studies. Besides the potential to develop anti-drug antibody responses or Fc–FcR interactions that may lead to immune modulation that can be controlled, another mechanism that can interfere with efficacy of PD-1 antibodies has been described. Macrophages were demonstrated to capture and remove the PD-1Ab bound on CD8^+^ T cells through FcγRIIB/III interactions making the PD-1 on the CD8^+^ T cells, now sensitive to the interaction with PD-L1 and partial tumor regression (6). This could be overcome by administration of FcR blocking antibodies in combination with PD-1 Ab to tumor-bearing mice, which then led to complete tumor regression in all mice. Thus, studies on mechanisms of tumor immunity by PD-1 blockade using constitutive gene knockout mice or Ab treatment should consider these limitations.

Nevertheless, studies in PD-1KO and PD-1 Ab-treated mice have provided many insights into the biology of PD-1 and immune mechanisms leading to tumor growth or shrinkage (7, 8). An immune-PET method for monitoring tumor-infiltrating cells during tumor growth showed a complete response to PD-1 Ab treatment only in tumors fully infiltrated by CD8^+^ T cells. Shrinkage of tumors after complete responses also correlated with an increase in the CD11b^+^ macrophage population in the center of the tumors with an M1-like signature (9). The efficacy of PD-1 immune therapy has also been shown to depend on interferon gamma (IFNγ) sensing by tumor cells in the tumor microenvironment, which can be regulated by tyrosine-protein phosphatase non-receptor type 2 (*Ptpn2*) (10, 11). Although IFNγ upregulates major histocompatibility complex (MHC) expression and antigen presentation on myeloid cells, in the tumor microenvironment, it is indeed one of the most potent drivers of PD-L1 expression on immune cells and tumor, which can counteract the effects of PD-L1 blocking antibodies, leading to “adaptive resistance” (8, 12).

Conditional gene knockout mice in which a specific genetic deletion can be induced in adult mice can overcome some of the weaknesses of the currently available PD-1KO and PD-1 Ab-treated models to study the function of PD-1 in tumor immunity (13). However, a direct comparison to this effect is lacking. The only reported conditional gene knockout of a checkpoint receptor in the literature to date is the CTLA-4 conditional knockout mice (14, 15). The loss of *ctla-4* in CD4^+^ T cells and Foxp3^+^ regulatory T cells was found to expand not only the effector T cells but also of CD4^+^Foxp3^+^ regulatory T cells, leading to new and unexpected insights into the function of CTLA-4 in peripheral tolerance, development of autoimmunity, and tumor immunity. Likewise, to understand the function of PD-1 in tumor immunity without the compensatory effects of lacking *Pdcd1* from birth, we established a Rosa26cre^ERT2^PD-1^fl/fl^ (PD-1 conditional knockout) model genetically engineered to induce *Pdcd1* deletion in adult mice by tamoxifen treatment.

In the current study, the growth of tumor cells explored after three methods of PD-1 blockade was found to show a range of response, namely, complete inhibition, partial inhibition of tumor growth, and escape. Long-term memory immune response induced in the mice with complete inhibition of tumor growth was found to be antigen specific. Comprehensive flow and mass cytometry profiling of the tumor-infiltrating lymphocytes prior to tumor growth inhibition identified the infiltration of 20 different immune cell subsets, of which 5 of the CD8 T subsets expanded specifically after PD-1 blockade. In the large tumors after deletion of *pdcd1* in PD-1cKO mice, an immunogenic cell signature was identified with cytotoxic CD8 T cells expressing IFNγ and effector memory CD4 T cells expressing granzyme B. Bulk RNA sequencing of the tumors from PD-1cKO and PD-1 Ab-treated mice revealed 2,184 genes to be commonly upregulated including *cd8a*, *tbx21*, *klrc1*, and *ifng*, and the top 10 highly significantly affected pathways related to immune cell infiltration and signaling in immune cells. Altogether, our study underpins the importance of functional CD8^+^ T cells in tumor immunity during PD-1 blockade, eliminates any doubts about effector or off-target effects of antibody treatment for anti-tumor efficacy, and advances the knowledge of specific TIL subpopulations prior to tumor growth inhibition, with the potential to be biomarkers of clinical response.

## Materials and Methods

### Generation of *Pdcd1* Constitutive KO Mice by CRISPR/Cas9-Mediated Gene Editing

PD-1KO mice were generated at Taconic Biosciences Inc. (16). The targeting strategy was based on the National Center for Biotechnology Information (NCBI) transcript NM_008798_2 and involved deletion of exons 2 and 3 resulting in in-frame splicing from exon 1 to exon 4 and expression of a PD-1 protein lacking ligand binding and transmembrane domains. A similar approach was successfully used by Keir et al. (17). Off-target prediction was performed to identify potential single guide RNAs (sgRNAs) with the lowest number of predicted off-target mutations (18) and 5′-CT**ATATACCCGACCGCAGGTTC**AA-3′ (proximal sgRNA) and 5′-CA**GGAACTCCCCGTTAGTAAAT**GG-3′ (distal sgRNA) selected. Cas9 mRNA and sgRNAs were coinjected into C57BL/6NTac zygotes to delete exons 2 and 3 by Cas9-mediated genome editing and implanted in pseudo-pregnant females. Nine founder animals were identified for genomic deletions by PCR analysis spanning the junction site. Six of these animals were further characterized by subcloning and sequencing of the 170-bp PCR DNA fragments. All six animals carried the genomic deletion of exons 2 and 3 with two animals having perfect end joining. PD-1KO and WT control mice were established from one of the founders, which had no deletions at the junction.

### Generation of *Pdcd1* Conditional KO Mice

PD-1cKO mice were also generated at Taconic Biosciences Inc. The PD-1cKO mouse was generated by homologous recombination with a targeting vector in which loxP sequences flanked exons 2 and 3 of *Pdcd1*. Puromycin resistance, the positive selection marker for loxP insertion, was inserted into intron 1 flanked by FRT sites. The final targeting vector was generated using genomic DNA from BAC clones from the C57BL/6J RPCIB-731 BAC library and transfected into a C57BL/6N Tac ES cell line. Homologous recombinant ES cell clones were isolated using positive selection. After *in vivo* Flp-mediated removal of the selection marker gene, we obtained the conditional KO allele. These PD-1cKO (Pdcd1^fl/fl^) mice were then further bred with Rosa26-creERT2 mice (19) to generate homozygous PD-1cKO mice with creERT2 (ROSA26^creERT2^Pdcd1^fl/fl^) and homozygous PD-1cKO mice without the creERT2 (Pdcd1^fl/fl^).

### Mice

Age-matched 8–10-week-old female wild-type C57/BL6NTac (WT), PD-1KO, PD-1cKO, and respective littermate wild-type mice were bred at the Taconic Biosciences Inc. facility in Germantown, NY, under specific pathogen-free conditions. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Merck Research Laboratories (APS# 400265), in accordance with guidelines of the Association for Assessment and Accreditation of Laboratory Animal Care.

### Mouse Cell Lines, Tumor Injection, and Measurement

#### For Flow Cytometry

MC-38 mouse colon carcinoma cell line was obtained from the National Cancer Institute. The mouse melanoma cell line B16F10 (ATCC) was also used. Cell lines were expanded and maintained in complete Dulbecco modified essential medium containing glutamine and sodium pyruvate (Corning, Celgro), supplemented with 10% fetal bovine serum (GE Healthcare, South Logan, UT) and penicillin-streptomycin (Gibco, Life technologies; 100 U/ml). Cell lines stored in liquid nitrogen were thawed, cultured in flasks, and passaged before injection to mice. Prior to implantation, cells were counted and viability determined (typically >90%). Mice were subcutaneously injected on the right flank with 1 × 10^6^ cells/mouse. The tumor growth was measured in individual mice using electronic calipers, twice a week for a period of 4–6 weeks. The tumor volume was calculated using the formula: length × width × width/2 (mm^3^). Mice were randomized before start of treatment when tumors reached approximately 100 mm^3^ (range, 100–120 mm^3^). In the PD-1 Ab-treated, PD-1KO, and PD-1cKO mice that previously showed complete response to primary MC-38 injection, a rechallenge of MC-38 tumor (1–2 × 10^6^) or B16F10 (0.1 × 10^6^) injection was performed 4 weeks later with naive age-matched WT mice also injected at the same time as controls. The tumor growth was measured in individual mice as described earlier, twice a week for a period of 4–6 weeks. Lymph nodes were isolated from the mice 2–13 days post-tumor challenge or rechallenge in PD-1cKO and WT controls, and flow cytometry analysis of different immune cell populations was carried out.

#### For Mass Cytometry

Female 8–10-week-old mice were injected subcutaneously on the right flank with MC-38 cells (0.5 × 10^6^). Mice were weighed twice a week and tumor measured with electronic calipers three times a week for a period of 3–4 weeks (13 days for rechallenge experiment). When the tumor volume reached 50–100 mm^3^, the mice were randomized to different groups.

### PD-1 Antibody or Tamoxifen Treatment

WT mice were randomized day 7 post-tumor implant, and for PD-1 antibody (Ab) experiments, mice were dosed intraperitoneally every 4 days on four separate occasions with 5 mg/kg antimouse PD-1 Ab muDX400 (16). PD-1cKO mice were randomized day 7 post-tumor implant, and tamoxifen (Sigma-Aldrich) dissolved in 1:9 ratio of ethanol:sunflower oil at a stock concentration of 10 mg/ml was injected intraperitoneally at a dose of 40 mg/kg on 5 consecutive days. Tamoxifen injections were administered to both PD-1cKO and littermate controls.

### Isolation of Tissue-Infiltrating Lymphocytes

#### For Flow Cytometry

Tumors from PD-1 Ab-treated (day 15 post-tumor implant), PD-1KO (day 11 post-tumor implant), and PD-1cKO mice (day 11, 15, and 22 post-tumor implant) and respective WT controls were excised and weighed. The tumors were mechanically disrupted using the Gentle MACS (Miltenyi Biotech) to obtain a single-cell suspension of tumor-infiltrating lymphocytes (TILs). The cells were filtered and counted before staining and flow cytometry acquisition and analysis.

#### For Mass Cytometry

The tumors from PD-1 Ab-treated, PD-1KO, and PD-1cKO (day 18 post-tumor implant) mice and respective WT controls were collected and digested using the tumor dissociation kit (Miltenyi Biotech), followed by isolation of CD45+ TILs using the CD45 (TIL) MicroBead kit (Miltenyi Biotech). The cells were counted before proceeding for cell surface staining.

### Antibodies

The antibodies used for flow and mass cytometry staining are listed in **Supplementary Table S1**.

### Antibody Staining and Data Acquisition

#### Flow Cytometry

Single cell suspension of TILs and spleen was stained with the live dead exclusion stain ef506 (eBioscience). The cells were subsequently incubated in Fc block (CD16/32) (BD Biosciences) for 30 min before proceeding with surface staining with fluorescently conjugated antibodies (**Supplementary Table S1**). Intracellular staining with fluorescently conjugated antibodies was carried out after permeabilization using the Foxp3 staining buffers according to the manufacturer’s instruction (eBioscience). The samples were acquired on the same day on the LSR Fortessa X-20 (BD Biosciences), and the data were analyzed using the FlowJo software (v10.0).

#### Mass Cytometry

The tumors were collected from mice and digested using the tumor dissociation kit (Miltenyi Biotech), followed by isolation of CD45^+^ TILs using the CD45 (TIL) MicroBead kit (Miltenyi Biotech). Staining of cells with CisPt 194 was followed by incubation with Fc block and, subsequently, the panel of antibodies for cell surface markers. To perform intracellular staining, the fixation/permeabilization buffer was used (BD Biosciences). The cells were permeabilized for 30 mins at 4°C and stored overnight in the cell staining medium, and subsequently, bar coding was performed using the barcoding reagent according to manufacturer’s instructions (Fluidigm). Next, intracellular staining for cytokines or transcription factors was performed by incubating the cells in the respective antibody mixture. Finally, the cells were incubated overnight in permeabilization buffer and iridium nucleic acid intercalator (Fluidigm). Prior to acquisition, cells were washed and then diluted to 5 × 10^6^ cells/ml in dH_2_O containing 10% (v/v) EQ Four Element Calibration Beads (Fluidigm) and filtered. Cells were acquired at a rate of 400 cells/s using a Helios mass cytometer (Fluidigm). Flow Cytometry Standard (FCS) files were normalized to EQ bead signal and debarcoded using Fluidigm de barcoder algorithm. Files were analyzed using Cytobank CytoF v6.7 (Fluidigm).

### Bulk Tumor RNA Preparation, Sequencing, and Data Analysis

WT mice were subcutaneously injected in the right flank with MC-38 cells (1 × 10^6^) and received PD-1 Ab injection day 7, 11, and day 15 post-tumor implant. PD-1cKO and littermate control mice were subcutaneously injected in the right flank with MC-38 cells (1 × 10^6^), and day 6–7 post-tumor cell injection, the mice received injections of tamoxifen on 5 consecutive days. On days 11 and 15 for the PD-1 Ab-treated mice, or day 22 (PD-1cKO) post-tumor implant, tumors were excised and snap frozen in liquid nitrogen and stored at −80°C until RNA isolation. For tumor tissue RNA isolation, organs were homogenized into RNA STAT-60 (Tel-Test Inc., Friendswood, TX) using a polytron homogenizer; then, total RNA was extracted according to the manufacturer’s instructions. After isopropanol precipitation, total RNA was re-extracted with phenol:chloroform:isoamyl alcohol (25:24:1) (Sigma-Aldrich, St. Louis, MO). Sequencing was performed using the Truseq stranded total RNA RiboZero library preparation kit (Catalog no. RS-122-2201) according to the manufacturer’s instructions (Illumina, San Diego, CA). The resulting cDNA libraries were sequenced on an Illumina (HiSeqTM 4000) using a 50-base paired-end run. Alignment and differential gene expression analysis was performed in Omicsoft Array Studio (Qiagen, Germantown, MD) version 10.0.1.118. Briefly, cleaned reads were aligned to the Mouse.B38 genome reference using the Omicsoft Aligner with a maximum of two allowed mismatches. Gene level raw counts, and fragments per kilobase of transcript per million mapped reads (FPKM), were determined by the OSA algorithm as implemented in Omicsoft Array Studio and using Ensembl.R86 gene models. Approximately 90% of reads across all samples mapped to the reference genome (corresponding to between 40 and 160 million reads). Normalization of gene counts and differential expression analysis were performed based on modeling the raw counts within the framework of a negative binomial model using the R package DESeq2 (v1.22.2) yielding fold change and corrected p-values (false discovery rate, Benjamini–Hochberg; FDR_BH). Samples from vehicle-treated, and wild-type, animals were used as baseline for PD-1 Ab-treated, and PD-1cKO, comparisons, respectively. Gene signatures were identified by applying a cutoff of 1.2-, 1.5-, or 2-fold change, adjusted p-value (FDR) <0.01, and a normalized count > 20 in either of the two treatment groups within the comparison. Genes unique to one treatment were identified by first applying the above cutoffs to the first treatment, then applying more stringent cutoffs for the second treatment [absolute fold change <1.2, nominal and adjusted p value (FDR) >0.1]. Heatmaps were created using Omicsoft Array Studio. The log2 fold change in gene expression in PD-1 Ab-treated and PD-1cKO compared to isotype-injected or WT mice, respectively, was calculated and the ingenuity pathway analysis utilized to explore the canonical pathways significantly enriched in the data set. The Broad Institute Gene Set Enrichment Analysis software (20) was used to run analyses on normalized gene expression data with prefiltering for low counts. The c2_all, c2_cp, and the hallmarks gene set database was included in the analysis. A total of 1,000 permutations were performed. Gene sets enriched at a nominal p < 0.05 and FDR < 0.25 were considered significant (GEO accession number GSE171274).

### Mass Cytometry Analysis

Mass cytometry analysis was performed as previously described (21). Briefly, the FCS files generated from mass cytometry were manually gated to live CD45+ cells using Cytobank. Each sample were merged by the experimental group for subsequent analysis. Preprocessing of the raw data was followed by dimensionality reduction and visualization by t-distributed stochastic neighbor embedding (t-SNE) using the default parameters (perplexity = 30 and iterations = 1,000). PhenoGraph (21) was performed using in-house developed R-shiny interface “CIPHEBox” to classify and visualize the subpopulations of tumor-infiltrating lymphocytes (TILs) based on the cell surface and intracellular markers listed in the **Supplementary Table S1**. PhenoGraph first identified the k-nearest neighbors (k = 30) using Euclidean distance and calculated the similarities using the Jaccard coefficient. Subsequently, the Louvain algorithm was used to partition the network for detecting communities with optimal modularity, generating 21 metaclusters. Expert-guided manual annotation of metaclusters was performed using a heatmap of median expression values of the initial automated 21 R-Phenograph metacluster and t-SNE overlaid marker expression values. When comparing different experimental groups, the t-SNE and clustering analyses were performed on the combined datasets. Force- and landmark- directed maps were generated with a modified version of the Scaffold application (22) and the 21 landmark populations that were defined by Phenograph. A built-in clustering algorithm Clara was used to generate 200 nodes as unsupervised scaffold clusters. This allowed cross-experiment comparison of different CyTOF datasets using metaclusters-guided manual metaclustering by the grouping of Clara nodes around phenograph metacluster landmarks validated and annotated by an expert in the Scaffoldmap. Data are presented as mean with SD unless otherwise stated. FC Radar plot was used to visualize variations of leukocyte proportions between the PD-1 mutants (PD-1KO and PD-1cKO), PD-1Ab-treated and control animals.

### Statistical Analysis

#### Tumor Volume

Comparisons of changes in tumor volume between treatments were made at each day of follow-up, and collectively over all time points using area under the curve (AUC) as a summary measure for each tumor. To compare two treatment groups on a given day, the Peto and Peto version of the Gehan–Breslow test for right-censored data was used (23). In the absence of censoring, this reduces to the non-parametric Mann–Whitney (or Wilcoxon rank sum) test. Two-sided p-values were estimated from 20,000 random reassignments of animals between the two treatments being compared. To control the familywise error rate across all time points for a given pair of treatments, p-values were multiplicity adjusted by Holm’s method. A p-value of <0.05 was used to define statistical significance.

#### Flow Cytometry

Mann-Whitney test or ANOVA with Dunnett’s multiple comparison tests was used for comparison frequencies of cells assessed by flow cytometry staining in PD-1 Ab-treated, PD-1KO, or PD-1cKO mice or compared to the control group. Statistical analysis was performed using Prism ver. 7.0 GraphPad Software, La Jolla, CA).

#### Mass Cytometry

Mean expression intensities of markers for all subpopulations on all mice of the study were pooled in one single spreadsheet per R-phenograph cluster per organ, transformed in asinh and centered to the mean. The resulting list was run in the SIMCA16 multivariate analysis software (Sartorius). Orthogonal partial least square-discriminant analysis (OPLS-DA) method was applied on the dataset to identify groups of samples presenting similar types of variations. Variable importance in projection (VIP) was selected with a VIP value over 1. A list of parameters with VIP >1 was subjected to reduction. Predictive variables with VIP >1 were uploaded into TMeV, a microarray software suite, in order to build a heatmap after median centering and SD reduction. Dataset was clustered using Euclidian distance on samples and variables by hierarchical clustering. All independent values were visualized with a color code spanning values of −1 to +1.

## Results

### Deletion of PD-1 in Adult Mice Results in Regression of MC-38 Tumors, Immunity, and Long-Term Antigen-Specific Memory

MC-38 colon carcinoma cells transplanted in C57BL/6 mice are highly immunogenic and express high levels of PD-L1. Furthermore, a high frequency of the CD4^+^ and CD8^+^ tumor-infiltrating lymphocytes (TILs) express PD-1. The effects of PD-1 on tumor growth were investigated by comparing PD-1 Ab treatment in WT mice to tumor growth in PD-1 constitutive knockout mice (PD-1KO) and PD-1 conditional knockout mice (PD-1cKO) (**Supplementary Figures S1A, B**). Administration of Tamoxifen to induce cre-mediated deletion of *pdcd1* led to a decrease in PD-1 expression on CD4^+^ and CD8^+^ TILs by day 4 post-randomization (day 11 post-implant) in PD-1cKO, mice and this was further reduced at day 9 (day 15 post-implant). At day 15 (day 22 post-implant), <2% of the CD4^+^ or CD8^+^ TILs expressed PD-1 compared to 60% and 85% of CD4^+^ and CD8^+^ T cells respectively expressing PD-1 in WT mice (**Supplementary Figures S1C, D**).

PD-1 blockade showed a range of responses in tumor-bearing mice, and a pattern did emerge with mice showing either a complete response (CR) (<200 mm^3^), tumor growth inhibition (TGI) (200–1,000 mm^3^), or tumor escape (>2,000 mm^3^) (**Figures 1A**–**C**). The area under curve and the mean tumor size difference after PD-1 blockade were statistically significant in PD-1 Ab-treated, PD-1cKO, and the PD-1KO mice compared to controls (**Figures 1A**–**C**). Noteworthy was the cell intrinsic effect of *Pdcd1* deletion on the tumor growth in adult PD-1cKO mice with a twofold reduction in the size of large tumors within a 7-day period, from day 18–25 post-tumor implant (**Figure 1C**).

**Figure 1:**
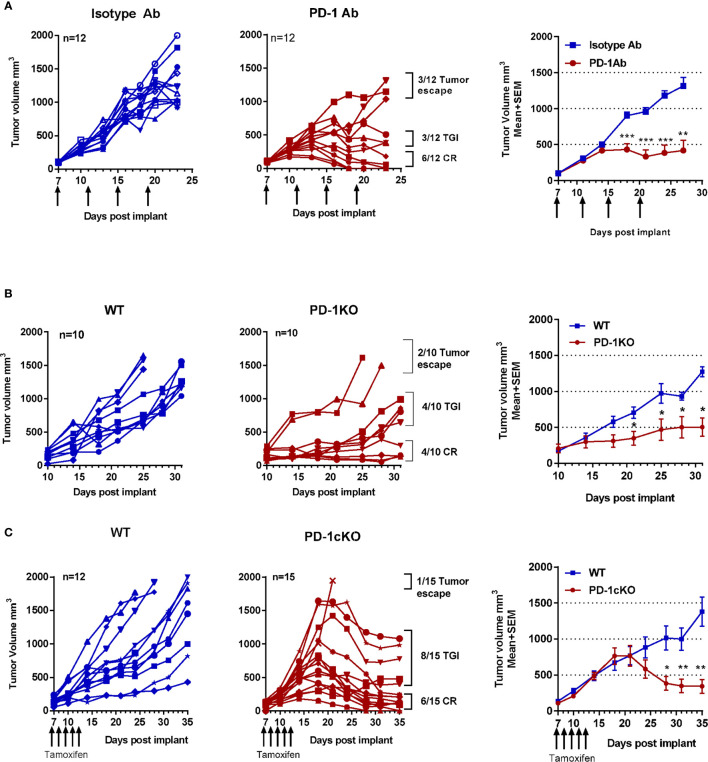
Deletion of PD1 in adult mice results in regression of MC-38 tumors, immunity, and long-term antigen-specific memory. MC-38 tumor size plotted for individual mice and as mean ± SEM for the group. **(A)** WT mice after treatment with PD-1 or isotype antibody. **(B)** PD-1KO and WT control mice. **(C)** PD-1cKO mice and littermate controls after treatment with tamoxifen. Arrows indicate time point of PD-1 Ab or tamoxifen treatment. Data representative of three independent experiments with n = 7–8 mice per experiment and group. *p < 0.05, **p < 0.01, ***p < 0.001. TGI, tumor growth inhibition; CR, complete response. See also **Supplementary Figure S1**.

All mice with a CR after PD-1 blockade completely rejected a rechallenge with MC-38 cells (secondary injection of cells and tumor growth) (**Supplementary Figure S1E**). In contrast, tumors grew exponentially in naive age-matched WT mice. PD-1 Ab-treated mice with CR were rechallenged with the unrelated but syngeneic B16/F10 melanoma cells. The B16/F10 tumors were established in all challenged mice and grew uninhibited (**Supplementary Figure S1E**), indicating that the memory response was antigen specific in the PD-1 Ab-treated mice. To further characterize the systemic immune activation after challenge and re-challenge of mice with tumor cells, the total immune cells in the draining lymph nodes were counted (**Supplementary Figure S1F**), and phenotypic analysis of CD4 (naive, CM, EM), CD8 (naive, CM, EM), and NK and NKT cell populations was performed (**Supplementary Figure S1G**). In WT mice, tumor growth resulted in an expansion of EM CD8 T cells (CD44^+^CD62L^−^) in the lymph nodes at day 13 post-tumor cell challenge. In the tamoxifen-treated PD-1cKO mice, a reduction in the frequency of the EM CD8^+^ T cells in the lymph nodes was observed compared to tamoxifen-treated WT mice. Finally, in PD-1cKO mice with CR, injection of tumor cells resulted in an expansion of the EM CD8^+^ and CD4^+^ CM and EM T cells in the lymph nodes at day 3 post-tumor cell challenge (**Supplementary Figure S1G**). In summary, PD-1 blockade by antibody treatment or constitutive or conditional *Pdcd1* deletion resulted in not only CR but also TGI and escape in some mice. CR after inhibition of PD-1 was associated with the development of a memory immune response that was also antigen specific. Finally, since the inhibition of tumor growth in the PD-1cKO mice clearly coincided with the deletion of *Pdcd1*, it indicates a cell-intrinsic effect of PD-1 signaling in the TILs.

### Absence of PD-1 Signaling Leads to an Increase in Frequency CD8^+^ICOS^+^ TILs and a Reduction in CD4^+^FoxP3^+^ Tregs

To define the immune mechanisms that contribute to tumor immunity after PD-1 blockade, an in-depth characterization of the TILs by flow cytometry was performed that were isolated from PD-1 Ab-treated, PD-1KO, and PD-1cKO mice. The time points of analyses were optimized to capture the ongoing antitumor response at the physiologically equivalent stages in the three different models. A significant increase in the frequency of CD3+T cells isolated from tumors of PD-1-Ab treated, PD-1KO, and PD-1cKO mice compared to the respective control mice was observed but not in the frequency of CD45^+^ cells (**Figure 2A**). An increase in tumor mass or T-cell numbers per tumor mass did not reach statistical significance (**Figure 2B**). In addition to the increased frequency of T cells in the tumors after PD-1 blockade, the ratio of CD8:CD4 T cell subsets was significantly increased (**Figure 2C**). In the PD-1cKO mice, this was first apparent at day 15 post-randomization (22 days post-implant) (**Supplementary Figure S2B**). Proliferation of CD8^+^ TILs most likely contributed to the increased CD8:CD4 ratio in the PD-1cKO as the frequency of CD8^+^Ki67^+^, but not that of CD4^+^Ki67^+^ TILs was increased in the PD-1cKO mice (**Figure 2D** and **Supplementary Figures S2A, C, D**). However, proliferation did not contribute to the increase in frequency of CD8^+^ T cells in the PD-1KO and PD-1 Ab treated mice (**Figure 2D**). PD-1 expressing Foxp3^+^CD4^+^ regulatory T cells in the tumor can block the function of effector T cells, and therefore, it was important to define the effects of regulatory T cells on tumor growth and immunity. Deletion of *Pdcd1* led to a reduction in the frequency of CD4^+^Foxp3^+^ T cells in the PD-1KO and PD-1cKO but not in the antibody-treated mice (**Figure 2E** and **Supplementary Figure S2A**). The increase in frequency of CD8^+^ T cells and decrease in the frequency of Foxp3^+^ cells led to an increase in the ratio of CD8:Foxp3 in the tumors of PD-1KO and PD-1cKO mice (**Figure 2F**).

**Figure 2:**
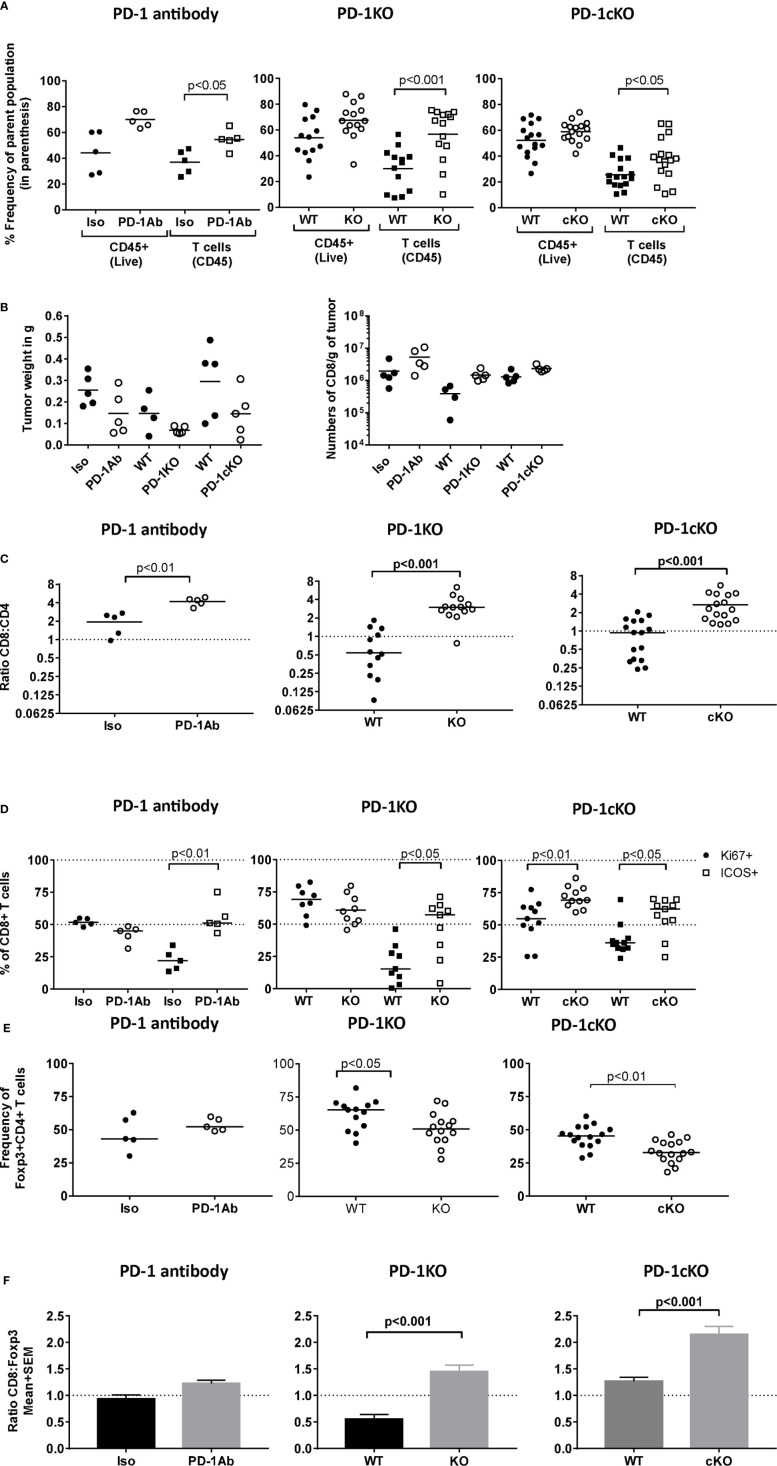
Absence of PD-1 signaling leads to an increase in frequency CD8^+^ICOS^+^ TILs and a reduction in CD4^+^FoxP3^+^ Tregs. Tumors were excised and weighed and tumor-infiltrating lymphocytes were isolated from PD-1 Ab-treated (day 15 post-tumor implant), PD-1KO (day 11 post-tumor implant), and PD-1cKO (day 22 post-tumor implant) mice and multiparameter flow cytometry analysis performed. **(A)** Frequency of CD45^+^ leukocytes of live and frequency of CD3^+^T cells of tumor-infiltrating lymphocytes in PD-1 Ab-treated, PD-1KO, and PD-1cKO mice and their respective controls. **(B)** Weight of tumor in grams and number of cells normalized by tumor size isolated from the tumor of PD-1 Ab-treated, PD-1KO, and PD-1cKO mice and respective control mice. **(C)** Ratio of the frequency of CD8 and CD4 TILs. **(D)** Frequency of Ki67^+^ and ICOS+CD8^+^ TILs. **(E)** Frequency of Foxp3^+^ T cells among the CD4^+^ TILs. **(F)** Ratio of CD8^+^ to Foxp3^+^ T cells in the tumor tissue. Data representative of three independent experiments with n = 4–5 mice/experiment, group, and time point. See also **Supplementary Figure S2**.

The TILs were further phenotypically characterized for their expression of checkpoint inhibitors, transcription factors, and activation markers. The activation marker ICOS was specifically upregulated on CD8^+^ (**Figure 2D** and **Supplementary Figure S2A**) but not CD4^+^ T cells (data not shown) in the absence of PD-1 signaling. No changes in the expression of TIGIT, Lag-3, and CTLA-4 on either Foxp3^+^ or Foxp3^−^CD4^+^ T cells or on CD8^+^ T cells were observed in PD-1cKO compared to littermate controls treated with tamoxifen at any of the time points studied (**Supplementary Figures S2C, D**). However, an increased percentage of CD4^+^Foxp3^−^ T cells expressed CTLA-4 was observed at 15 days post-randomization (22 days post-implant) indicating CD4^+^ T-cell activation (**Supplementary Figures S2A, C**). No differences in expression of activation markers CD69 or CD25 was evident on the CD4 and CD8^+^ T cells from PD-1cKO mice versus controls for any of the time points studied (**Supplementary Figures S2C, D**). Finally, no difference was observed in the T-cell immune cell compartments in the spleens of tumor-bearing mice after PD-1 blockade (data not shown). Altogether, tumor growth inhibition after PD-1 blockade was due to the expansion of CD8^+^ T cells expressing the costimulatory molecule ICOS and a concomitant reduction in the frequency of CD4^+^Foxp3^+^ regulatory T cells.

### Absence of PD-1 Signaling Leads Specifically to the Expansion of Activated CD8^+^ Effector Memory Tumor-Infiltrating Lymphocytes

To examine the effector molecules important for tumor growth inhibition under conditions of PD-1 blockade, a mass cytometry T-cell panel including markers for lineage, activation, checkpoint receptors, transcription factors, and cytokine secretion was established (**Supplementary Table S1**).

T-cell populations affected by PD-1 blockade (PD-1KO or PD-1cKO) were identified by a data-driven unsupervised clustering approach using R-PhenoGraph as described in *Materials and Methods*. tSNE plots show a dramatic effect of PD-1 blockade on the density but not the phenotype of the tumor-infiltrating T-cell clusters in the PD-1KO and PD-1cKO mice compared to respective control mice (**Figure 3A**). Based on expression of the cell surface and intracellular markers described above, the CD4 and CD8 T cells separated into 8 different cell types and 20 individual clusters. Annotations of cluster combinations were then projected onto a tSNE plot (**Figure 3B**) or as a heat map (**Figure 3C**). Each cluster was assigned a nomenclature related to its function as naive CD4^+^ (cluster 3) and CD8^+^ T cells (cluster 01 and 05), cytotoxic CD8^+^ T cells (cluster 08, 13, and 15), effector memory CD4^+^ (cluster 02, 06, 11, 17, 18, and 19), effector memory CD8^+^ T cells (cluster 10, 20, and 22), central memory CD8^+^ T cells (cluster 09), CD4^+^ regulatory T cells (cluster 16 and 21), and CD4 CD8 double-negative T cells (cluster 07 and 12). The average of the frequencies of the major populations (CD4 and CD8 T-cell EM and CM, cytotoxic T cells, double-negative T cells, and CD4^+^ Treg) were plotted in a pie chart to obtain an overview of the effects of PD-1 blockade on these populations (**Figure 3D**). In line with data presented in **Figure 2**, an increase in the frequency of CD8^+^ T cells in the absence of PD-1 signaling was observed in the PD-1KO and to a lesser extent in PD-1cKO mice (**Figure 3D**).

**Figure 3:**
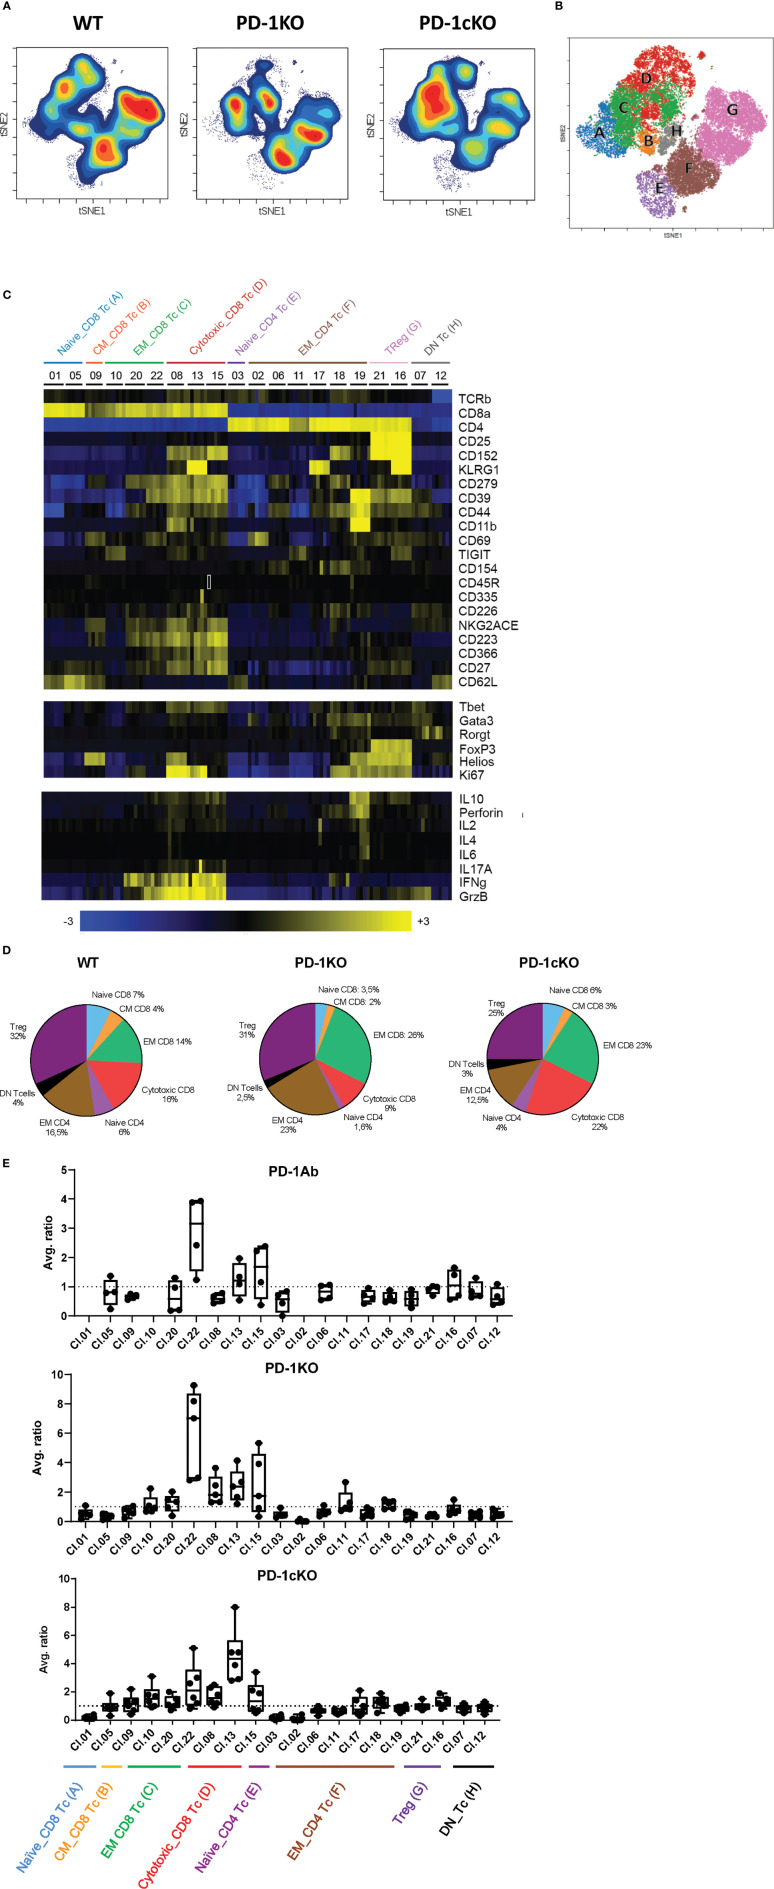
Absence of PD-1 signaling leads specifically to the expansion of activated CD8^+^ effector memory tumor-infiltrating lymphocytes. **(A)** Density tSNE plots of tumor-infiltrating lymphocytes isolated from tumors injected to WT, PD-1KO, or PD-1cKO mice (all 18 days post-implant). **(B)** Projection of the annotation of combined clusters at the single cell level on a tSNE plot. **(C)** Heatmap displaying marker expression in the designated T-cell clusters in WT mice. **(D)** Pie chart displaying the different T cell subsets among the tumor-infiltrating lymphocytes in WT, PD-1KO, or PD-1cKO mice. **(E)** Average ratio of the frequency of the T cell found in each R-phonograph cluster per mouse (mean + SD). The T-cell clusters labeled by their name as in **(C)**. Data representative of two independent experiments with n = 3–5 mice/experiment, group, and time point.

Further analysis of the immune cell clusters revealed increased ratios of several clusters particularly the effector memory and cytotoxic CD8^+^ T-cell populations (**Figure 3E**). For cluster 22, an average three- and sixfold increase was observed in the tumors from PD-1Ab and PD-1KO mice respectively compared to WT mice. For cluster 22, the cells were defined through the expression of CD8^+^, CD39^+^, CD223^+^ (Lag-3), CD62L^−^, GrzB^+^, and IFNγ, indicating activated CD8^+^ T cells capable of tumor killing function. In the PD1-cKO mice, however, cytotoxic CD8^+^ T cells (cluster 13) was the dominant upregulated cluster, sharing all the markers with cluster 22 and additionally expressing KLRG1, CD27, and Ki67 (**Figure 3E**). The relative expansion of specific CD8 T cells in the PD-1 Ab-treated, PD-1KO, and PD-1cKO compared to respective control mice prior to tumor growth inhibition suggests that it plays an important role in the control of tumor growth in the absence of PD-1 signaling.

### Large and Small Tumors Have a Distinct Phenotypic Signature in the PD-1cKO Mice

Since deletion of *Pdcd1* in the PD-1cKO mice led to variable effects on tumor size, the relationship between the tumor size and phenotype of the TILs was investigated. OPLS-DA analysis was performed to analyze the grouping of WT and PD-1cKO mice based on the density of immune cell marker expression independent of tumor size. Indeed, a separation of the groups of WT and PD-1cKO mice could be seen indicating differences in density of immune cell marker expression depending on whether the cells had intact PD-1 signaling or not (**Figure 4A**). Furthermore, among the PD-1cKO, groups of mice also separated from each other on the y-axis (mouse 8, 10, 11, and 12 versus mouse 7 and 9). Thus, in the next step, the removal of the WT mice from the analysis resulted in the regrouping of PD-1cKO mice based on the tumor size. The PD-1cKO mice with large tumors, mouse 7 and 9 grouped together and far from the mice with small tumors (mouse 8, 10, 11, and 12) (**Figures 4B, C**). The variable importance in projection (VIP) defines which markers contributed to the regrouping of the PD-1cKO based on the tumor size (**Figure 4D**). This could give a prediction signature to investigate further in a larger group of mice. A cutoff of VIP >1 resulted in an inclusion of 283 variables for the discriminatory analysis. Depicted in the heat map is the analysis of markers expressed by the immune cells most variable in the 20 clusters (**Figure 3C**), correlated with the tumor size (**Figure 4E**).

**Figure 4:**
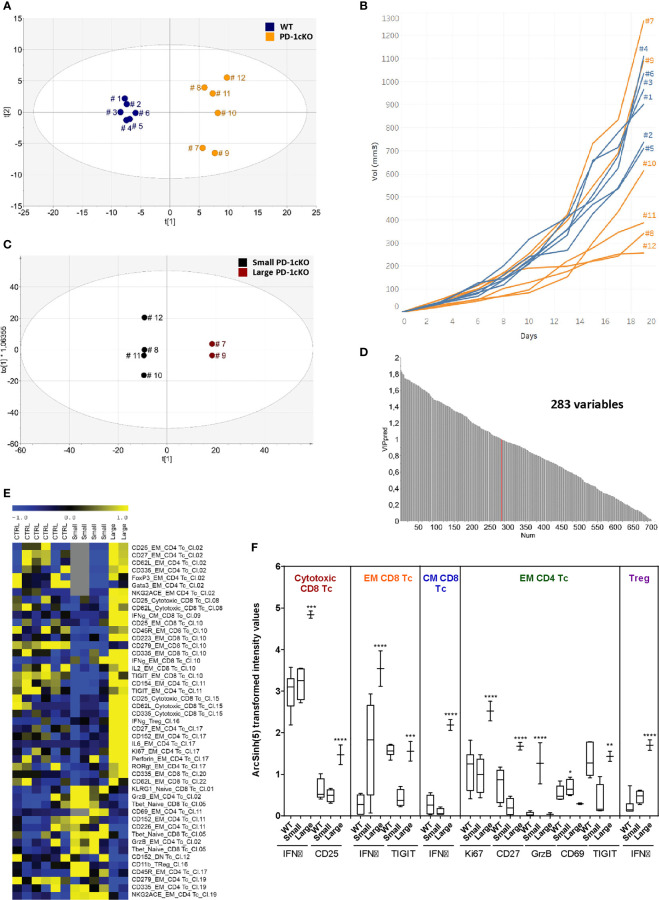
Large and small tumors have a distinct phenotypic signature in the PD-1cKO mice. **(A)** OPLS discriminant analysis (OPLS-DA) score scatter plot displaying the separation of PD-1cKO and WT mice based on X-variables. **(B)** MC-38 tumor growth in individual WT or PD-1cKO mice. **(C)** OPLS-DA score scatter plot displaying the separation of phenotype of tumor-infiltrating lymphocytes isolated from small and big tumors in PD-1cKO mice. **(D)** Statistical analysis selected variables significantly affected after PD-1 blockade compared to the respective control mice. **(E)** Heatmap depicting the signature of clusters upregulated in the small versus big tumors in the PD-1cKO mice. Data normalized to the mean and reduced to the SD for each variable. **(F)** Differential expression of selected markers in WT and small and big tumors in PD-1cKO mice expressed as asinh (5) transformed intensity value. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data from one experiment with n = 6 mice/experiment, group, and time point.

In the large tumors of PD-1cKO mice, clusters within the cytotoxic, EM, and CM CD8 T cells, and regulatory T cells expressed higher levels of IFNγ than those from smaller tumors or WT mice (**Figure 4F**). The expression of CD25 and IFNγ was upregulated specifically in the cytotoxic CD8 and CM CD8 T-cell clusters of large tumors respectively compared to WT mice. Furthermore, a significant upregulation of Ki67 and CD27 was observed among the EM CD4 clusters found in the large tumors compared to the small tumors in PD-1cKO mice or WT mice. Finally, GrzB was specifically upregulated in small tumors among the EM CD4 T-cell clusters (**Figure 4F**). Altogether, the upregulated expression of Ki67, IFNγ, CD25, and CD27 among the CD8 and CD4 T-cell clusters indicate that the large tumors in the PD-1cKO are highly immunogenic with a potential for tumor regression, evident at later time points (**Figure 1C**).

### Gene Expression Pattern From the Tumor Tissue Reveals a Common Mechanism of Immune-Mediated Tumor Regression After Antibody Blockade or Genetic Deletion of PD-1 Signaling

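RNA-seq values from bulk tissue covered 46 samples, each in its own column. They were 3 cultures of the MC-38 mouse colon carcinoma line, 3 baseline tumors, 5 isotype control and 5 PD-1 Ab-treated tumors after 1 antibody dose, 5 and 5 such tumors after 2 doses, and 10 tumors each from mice labelled PD-1cKO and from WT mice, all given tamoxifen. The paper places the antibody groups at days 11 and 15 post-tumor implant, and the sample labels at days 4 and 8 of treatment. The PD-1cKO group is at day 28 in the labels and in the legend of Fig. 5, and at day 22 in the methods. The authors aligned paired 50-base reads and gave each of 48795 Ensembl genes an FPKM value (fragments of each gene scaled by transcript length and by the mapped fragments of the sample). FPKM removes the depth, so the number of reads behind each sample cannot be recovered from the values. The methods state a range of mapped reads per sample, which the values do not show. The FPKM of each sample summed to a median of 479045 in isotype control tumors (range 455797 to 569885) and 471421 in PD-1 Ab-treated tumors (459622 to 491243) after 2 doses. The corresponding sums were 814433 in WT tumors (621233 to 946853) and 943371 in tumors labelled PD-1cKO (598599 to 1224462). Short noncoding RNAs were counted here as Rn7s1, Rn7s2, Rpph1, Rmrp and a further Ensembl gene, not as the whole class. They held a median of 50.9% of the FPKM in WT tumors (34.9% to 59.8%) and 59.7% in tumors labelled PD-1cKO (35.2% to 74.7%). In the samples of the antibody study they held at most 0.003%. Mitochondrial genes held 54.6% of the FPKM in isotype control replicate 1 after the first dose, against 3.45% to 4.31% in the other 4 tumors of that group. The targeted gene Pdcd1 was read first, as a check of the labels. Its FPKM in the 10 tumors labelled PD-1cKO was 8.00, 5.57, 5.05, 13.9, 7.78, 9.30, 11.5, 20.0, 8.58 and 6.48. In the 10 WT tumors it was 2.46, 3.73, 7.02, 1.71, 3.79, 3.38, 3.15, 2.53, 2.37 and 2.87. Gene-level Pdcd1 was thus higher under the label of the deletion (log2 fold change 1.49, SE 0.24, limma adjusted p 0.000658), and 7 of the 10 tumors were above every WT tumor. In the paper's design exons 2 and 3 are removed, which hold 522 of the 1930 bases (27.0%) of the reference transcript, and an FPKM of the whole gene cannot separate these exons from the rest. The label is therefore not checked by these values, and the group is called by its label.

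**Figure D1:**
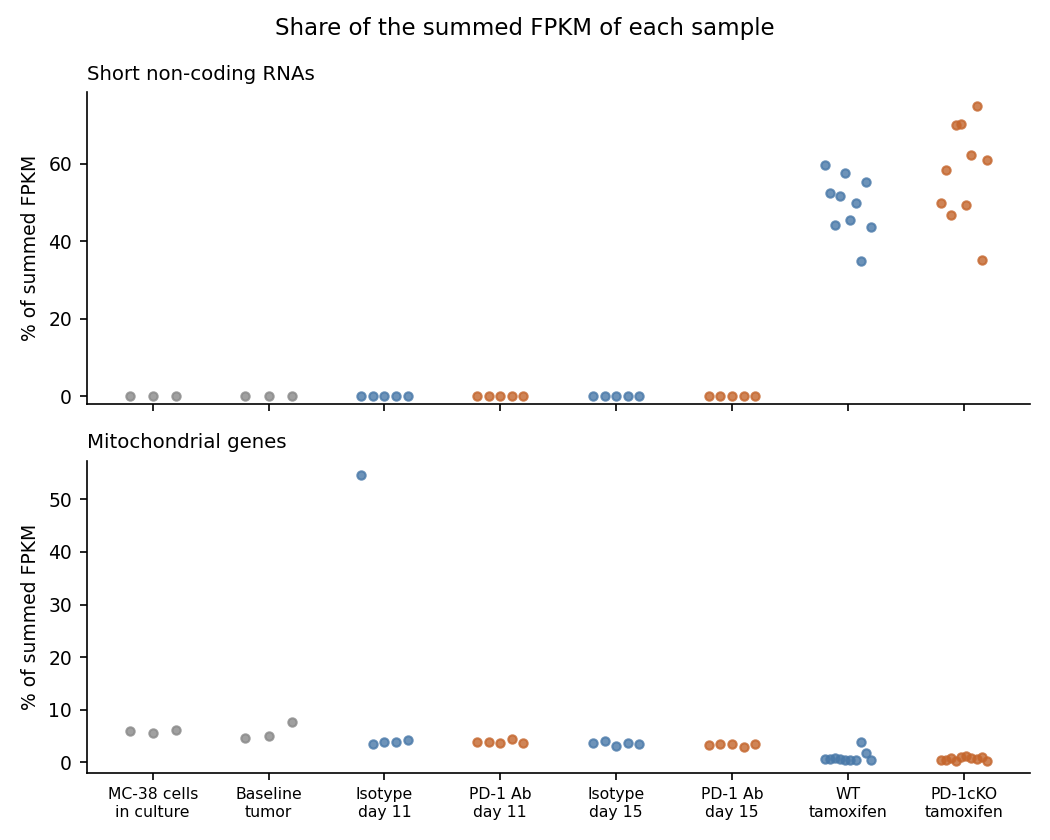
Share of the summed FPKM (percent) held by short noncoding RNAs and by mitochondrial genes in each of the 46 samples, by group. Short RNAs are here Rn7s1, Rn7s2, Rpph1, Rmrp and a further Ensembl gene. They held 34.9% to 74.7% in the tumors of the PD-1cKO study and at most 0.003% elsewhere. Mitochondrial genes held 54.6% in isotype control replicate 1 of day 11.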

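Differences were fitted with limma on log2(FPKM + 0.1), since the counts that the paper's own test needs cannot be rebuilt from FPKM. Genes with a mean FPKM of at least 0.5 in either group of a comparison were kept, and p-values were adjusted with the Benjamini-Hochberg method. A gene was called at the paper's limits, an adjusted p under 0.01 and a 2-fold change. The pseudocount, the filter and the scaling of the samples could each change the numbers. In simulated data with 200 genes changed by 2 on the log2 scale, the fit called 86% of them for the second antibody time point and 97.5% for the comparison labelled PD-1cKO, but 31.5% for the first antibody time point. At that first time point a change of this size was therefore often missed in the simulation. Both simulated groups took the spread of the control tumors, and genes were drawn independently. Tumors labelled PD-1cKO varied more than WT tumors (median correlation between pairs 0.928 against 0.973), so the 97.5% does not describe that comparison. The controls of the first time point include isotype control replicate 1, whose FPKM is mostly mitochondrial.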

To identify genes associated with tumor regression after PD-1 blockade in the tumor tissue, we performed RNAseq analysis prior to tumor regression in PD-1 Ab and PD-1cKO mice. 

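Between tumors labelled PD-1cKO and WT tumors, 1217 of 15075 tested genes were called (limma, 10 tumors in each group). Between PD-1 Ab-treated and isotype control tumors after the second dose, 799 of 15062 were called (5 in each group). Without a fold limit the counts were 3217 and 1243, and at 1.5-fold they were 2835 and 1132. The groups differ in size, so 5 tumors of each genotype label were drawn 100 times and fitted again. The median of these draws was 0 genes (range 0 to 3928), and 18 of the 100 draws gave more than 799. Replicates varied most under the PD-1cKO label, with correlations of log2 values between pairs of tumors as low as 0.825 (median 0.928), against a median of 0.973 among WT tumors. The sample identifiers of the PD-1cKO study fall into 3 runs, of which the first holds 7 tumors labelled PD-1cKO and no WT tumor. The second holds 1 and 9 tumors, and the third 2 and 1, so the comparison could not be repeated within a run. The alternative that moved the count most was a covariate for these runs, under which 0 genes were called and 6533 had an unadjusted p under 0.05. Few tumors labelled PD-1cKO share a run with WT tumors, so the label and the run are only partly separable. In that fit the log2 fold change of Cd8a was 2.38 and that of Tbx21 2.43, each with an adjusted p of 0.0254.

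**Figure D2:**
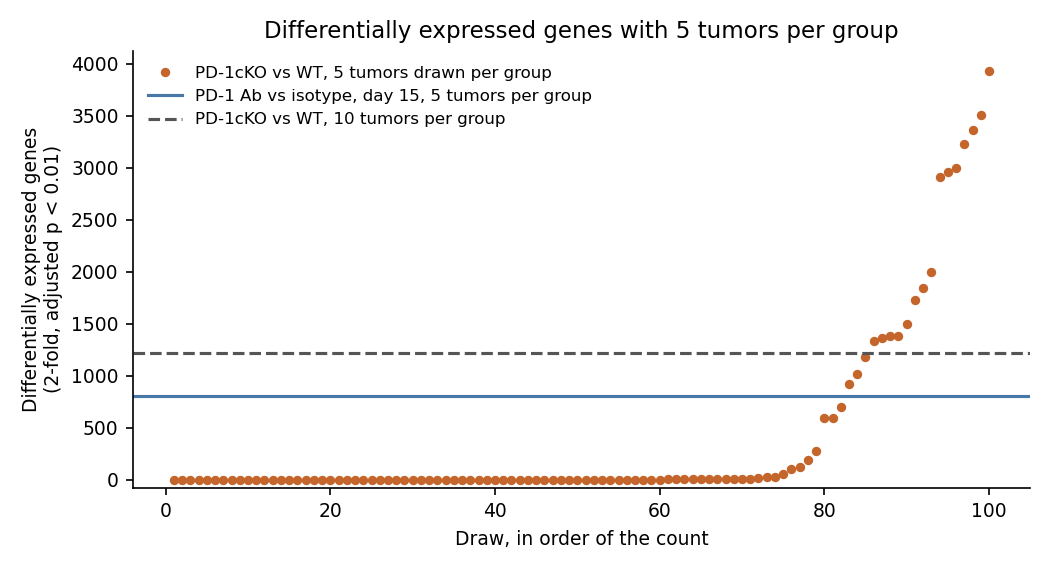
Genes called (limma adjusted p under 0.01 and at least 2-fold) in each of 100 draws of 5 tumors labelled PD-1cKO and 5 WT tumors. The line marks the 799 genes called with 5 PD-1 Ab-treated and 5 isotype control tumors, which 18 draws exceeded; the median draw gave 0.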

Overall, there were more differentially expressed genes in the PD-1cKO, compared to WT mice, than in the PD-1 Ab-treated mice, compared to isotype controls (**Table 1** and **Figure 5A**). Differential gene expression analysis identified 2,184 genes significantly changed [at least twofold change and corrected p-values with false discovery rate (FDR) <0.01, and after excluding low expressed genes] by either PD-1Ab or in PD-1cKO mice compared to their respective controls (**Table 1**, **Figure 5B** and **Supplementary Figure S3A**). 

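In the re-analysis, 1711 genes were called in at least 1 of the models, and 1600 of them passed the expression filter in both. Under median-of-ratios scaling the union was 1630 genes. Without a fold limit it was 3809 genes, and at 1.5-fold 3390. After 2 antibody doses the genes with the highest log2 fold changes among called genes with a mean FPKM of at least 1 were Mup18 (4.96), Thrsp (4.57), Gzmk (4.30), Mup16 (3.98) and Acta1 (3.98). The lowest were Gm15387 (-3.91), Gm10580 (-2.34), Csf3 (-2.16), Cyp1a1 (-2.15) and Hhip (-2.11). In tumors labelled PD-1cKO they were Ngp (2.99), Camp (2.83), Chil3 (2.74), Gzmk (2.62) and Adamts15 (2.57) at the top, and Gm37167 (-3.04), Ighv1-11 (-2.51), Gm21596 (-2.45), Gm12602 (-2.25) and Gm15128 (-2.18) at the bottom. Several of these genes share most of their sequence with other genes, which leaves their values uncertain. The share of 50-base transcript stretches found in another gene was 89.6% for Mup18, 91.7% for Mup16, 82.0% for Gm21596, 90.9% for Gm15128 and 100% for Gm15387, Gm10580 and Gm37167. Mup18 lost an adjusted p under 0.01 in 10 of 19 alternative settings. Thrsp and Acta1 lost it in 11, Mup16 in 13 and Gm10580 in 10, while Gzmk, Cyp1a1 and Hhip kept it in all 19. Under the PD-1cKO label Gm37167 lost it in 20 of 30, Chil3 and Gm15128 in 10 each, Ngp in 7, and Gzmk and Adamts15 in 1 each. Among these tumors the median of Ngp was 0.721 FPKM and the highest 42.3, and those of Camp were 0.650 and 36.5.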

Of these, 773 were differentially regulated in both the PD-1cKO and PD-1 Ab-treated mice (**Supplementary Figure S3B**), with only 99 and 47 genes differentially regulated only in the former and latter, respectively (**Table 1**). 

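Here 305 genes were called in both models, of which 291 were higher and 12 lower in both, and 2 moved in opposite directions. A gene was counted as unique to a model when it was called there and had less than a 1.2-fold change and a p above 0.1, unadjusted and adjusted, in the other. By that rule 63 genes were unique to PD-1 Ab treatment (62 of them higher) and 94 to the PD-1cKO label (7 higher and 87 lower). With median-of-ratios scaling the latter became 68 genes, 21 higher and 47 lower. The genes unique to PD-1 Ab treatment held several interferon-induced genes, among them Ido1 (log2 fold change 2.34), Gbp6 (1.88), Igtp (1.84) and Gbp5 (1.82); they are named here after their values were seen. Without a fold limit 651 genes were called in both models, with 140 unique to PD-1 Ab treatment and 799 to the PD-1cKO label, and at 1.5-fold the numbers were 577, 121 and 613. A test of the difference between the models, which the rule for unique genes does not make, called 16 of 16404 genes at an adjusted p under 0.01, 14 with a higher and 2 with a lower log2 fold change after PD-1 Ab treatment than under the PD-1cKO label. The 2 genes, Gm12744 and Gm27286, were listed at 0 in all tumors of the PD-1cKO study and had a lower mean after PD-1 Ab treatment than in isotype controls. An unadjusted p under 0.05 was reached by 2585 genes.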

Most of the differentially expressed genes were upregulated compared to those in controls (**Figure 5B**) and in the PD-1 Ab-treated mice, which was apparent after the second dose (**Table 1** and **Supplementary Figure S3**). 

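After 2 antibody doses 758 of the called genes (94.9%) were higher than in isotype controls and 41 were lower. Under the PD-1cKO label, which gene-level Pdcd1 did not check, 633 (52%) were higher and 584 lower. This balance moved in both directions with the settings. With median-of-ratios scaling 916 of 1255 called genes (73.0%) were higher, and with upper-quartile scaling 788 of 1221 (64.5%). With log2(FPKM + 1) it was 297 of 617 (48.1%), and with all tumor groups in 1 fit 739 of 1545 (47.8%). At 1.5-fold 39.8% of the called genes were higher under the PD-1cKO label, and without a fold limit 41.1%. These shares became 56.3% and 52.9% with median-of-ratios scaling, and 47% and 44.7% with upper-quartile scaling. The median log2 fold change of all tested genes in that comparison was -0.20 as deposited and -0.05 after median-of-ratios scaling. For the second antibody time point the median was -0.04. After the first dose 0 of 14556 tested genes were called, and 895 had an unadjusted p under 0.05. Isotype control replicate 1, whose FPKM is mostly mitochondrial, is in that comparison, and without it 7 genes were called. The median log2 fold change after the first dose was 0.26, and 0.02 after median-of-ratios scaling. No called gene does not mean no response at that time. Adjusted over the 18 named genes alone, 5 had an adjusted p under 0.01 (limma, no fold limit). The score of cytotoxic CD8 T cells was 1.81 higher and that of the IFNγ response 1.19 higher than in isotype controls (exact permutation test, adjusted p 0.0134 each), with 5 of 5 tumors above every control. With median-of-ratios scaling these were 1.59 and 0.94. Of 672 Reactome sets 156 passed, and 358 with median-of-ratios scaling, so that number depends on the scaling; it was not set against other splits.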

The level of high gene expression was related to small tumor size in individual mice.

**Table 1:** RNAseq analysis of tumor tissue.

Treatment	Baseline	Days post-implant	1×	1.5×	2×
PD-1Ab	Isotype	11	13	13	12
		15	1408	1329	1077
PD-1cKO	WT	28	5771	3734	1880
		Union	6,080	4,096	2,184
		Intersection	1,099	987	773
		PD-1Ab_15d_unique	119	95	47
		PD-1cKO_28d_unique	2,005	724	99

**Figure 5:**
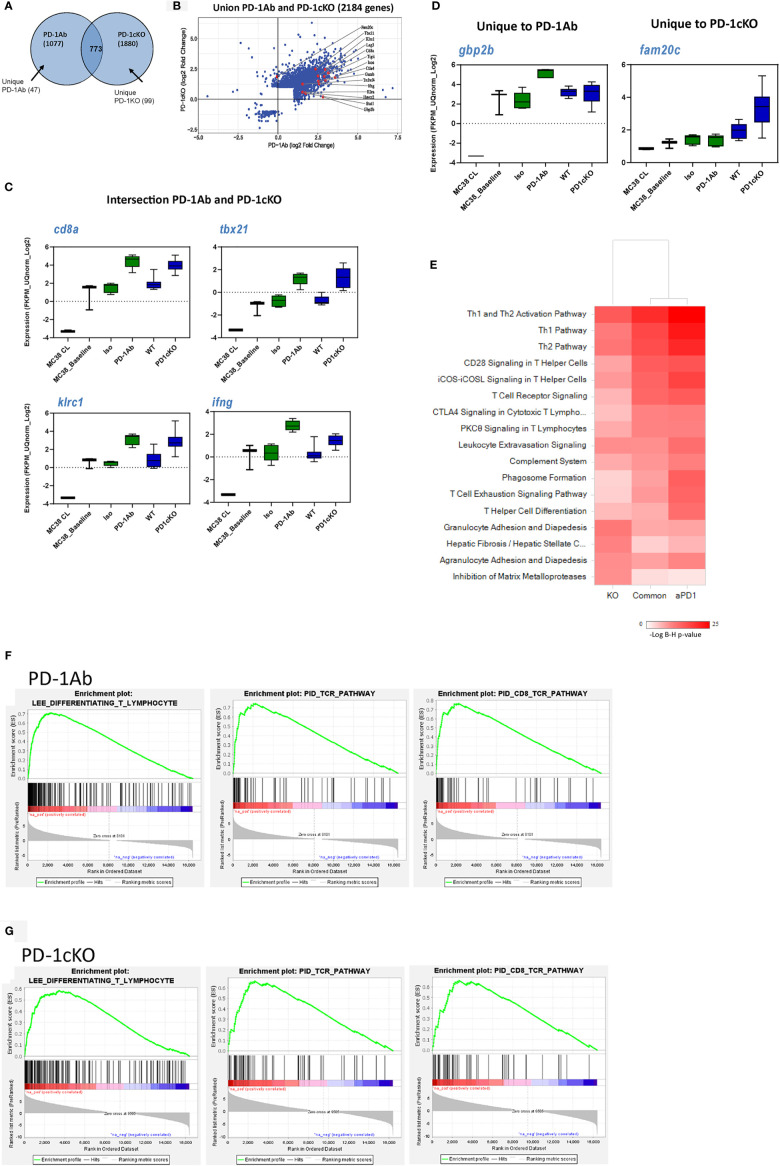
Gene expression pattern from the tumor tissue reveals a common mechanism of immune-mediated tumor regression after antibody blockade or genetic deletion of PD-1 signaling. Gene expression data after RNA sequencing of bulk tumor tissue excised from PD-1 Ab treated (15 days post-implant) or PD-1cKO mice treated with tamoxifen (28 days post-tumor implant). **(A)** Venn diagram illustrating the number of common (773) and unique genes regulated in PD-1-antibody treated (vs. isotype treated, 47) and PD-1cKO mice (vs. WT mice, 99). **(B)** Scatter plot showing the 2,184 genes regulated by either PD-1 Ab treated or in PD-1cKO mice, compared to respective controls, with a few genes highlighted. Most genes are upregulated in both comparisons. **(C)** Specific genes found to be commonly (*CD8a*, *Tbx21*, *Ifng*, *Klrc1*) or **(D)** uniquely (*Gbp2b*) upregulated in the PD-1 Ab-treated and PD-1cKO mice (*Fam20c*) compared to respective controls. No statistical significance FDR <0.001 between PD-1 Ab treated compared to PD-1cKO, except for *Gbp2* (only PD1 antibody treatment) and *Fam20c* (only PD-1cKO). **(E)** Ingenuity pathway analysis^®^ of gene sets of PD-1 Ab-treated and PD-1cKO mice, compared to respective controls, and the intersection of the two (common), showing similarly enriched pathways. **(F, G)** GSEA analysis showing the top enriched gene sets following either PD-1 Ab treatment or in PD-1cKO mice, compared to respective controls. See also **Supplementary Figure S3**.

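The difference between the models was tested for the genes of Fig. 5C and D as the log2 fold change after PD-1 Ab treatment at day 15 minus that under the PD-1cKO label, with limma and Benjamini-Hochberg adjustment over 16404 genes. For Gbp2 this difference was 1.86 (SE 0.54, adjusted p 0.101) and for Fam20c -1.16 (SE 0.49, adjusted p 0.253). For Gbp2b, the gene that panel D names, it was 3.23 (SE 0.58, adjusted p 0.00674). For Cd8a, Tbx21, Klrc1 and Ifng the adjusted p was 0.241, 0.737, 0.443 and 0.137. No gene of this list had an adjusted p under 0.001, and Gbp2b alone was under 0.01.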

Furthermore, the injection of tumor cells to mice resulted in the upregulation of some genes compared to cells in culture but similar to isotype control mice (**Figure 5C** and **Supplementary Figure S3**). 

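Isotype control tumors at day 15 (5 tumors) were compared with the MC-38 cells in culture (3 samples), and 3231 of 15199 tested genes were called, 2153 higher in the tumors and 1078 lower. Tbx21, Klrc1 and Ifng were listed at 0 FPKM in every culture, and Cd8a averaged 0.00403 FPKM. Their log2 fold changes on the log2(FPKM + 0.1) scale, where the pseudocount sets the floor, were 4.87 for Cd8a, 2.65 for Tbx21, 3.90 for Klrc1 and 3.79 for Ifng, and the limma adjusted p was between 1.1e-06 and 0.00014. Against the 3 baseline tumors, 89 of 14967 genes were called, and 64 of these were higher in the baseline tumors. None of the 4 genes was among them. Cd8a averaged 2.45 FPKM (SD 1.70) in baseline tumors, Tbx21 0.383 (SD 0.195), Klrc1 1.66 (SD 0.623) and Ifng 1.38 (SD 0.893). The adjusted p against isotype control tumors was 0.591, 0.593, 0.812 and 0.913 in that order. With 3 against 5 tumors, small differences were not detectable.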

In tumors from both the PD-1 Ab-treated and PD-1cKO mice, genes related to cell lineage and activation of the immune system like *CD8*, *Tbx21*, *Klrc1*, and *Ifng* were strongly upregulated compared to tumors from mice treated with isotype control Ab (**Figure 5C**). 

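After 2 antibody doses Cd8a averaged 27.9 FPKM (SD 11.6) against 3.09 (SD 1.04) in isotype controls, a log2 fold change of 3.06 (SE 0.35, limma adjusted p 0.000837). Tbx21 rose from 0.549 to 2.75 FPKM (log2 fold change 2.10, SE 0.32, adjusted p 0.0017). Klrc1 rose from 1.41 to 10.8 (2.76, SE 0.28, adjusted p 0.00081), and Ifng from 1.42 to 8.23 (2.52, SE 0.34, adjusted p 0.0011). In each of the 4 genes all 5 treated tumors were above every isotype control tumor. For tumors labelled PD-1cKO the control group is the WT tumors of the same study. Cd8a averaged 13.8 FPKM (SD 5.48) against 3.87 (SD 2.81; log2 fold change 1.89, SE 0.27, adjusted p 0.00042), and 6 of 10 tumors were above every WT tumor. Tbx21 rose from 0.488 to 2.11 FPKM (1.80, SE 0.26, adjusted p 0.00042), with 10 of 10 above. Klrc1 rose from 2.00 to 8.06 (1.83, SE 0.41, adjusted p 0.0027), with 4 of 10 above. Ifng rose from 1.14 to 2.29 (1.02, SE 0.27, adjusted p 0.0069), with 2 of 10 above. Reads of Klrc1 cannot be fully told from those of Klrc2, since 38.6% of its 50-base transcript stretches occur in another gene, and 19.9% of those of Ifng do. Of the 18 genes of the list fixed from the paper's text and figures, 16 were called after 2 antibody doses and 11 under the PD-1cKO label, 10 of them in both. Adjusted over the list alone, 16 and 13 genes had an adjusted p under 0.01. The list comes from the paper's own calls on these samples, so this second count shows no stability.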

Upregulation of *Gbp2b* (interferon-induced guanylate-binding protein) was unique to the tumor from PD-1 Ab-treated mice. 

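Gbp2b lies on chromosome 3 (142594847 to 142619179, GRCm38), next to Gbp2 (142620602 to 142638008). After 2 antibody doses it averaged 43.9 FPKM (SD 13.6) against 6.36 (SD 4.84) in isotype controls, a log2 fold change of 2.95 (SE 0.38, limma adjusted p 0.00097). In tumors labelled PD-1cKO it averaged 8.77 FPKM (SD 6.01) against 8.82 (SD 2.75) in WT tumors (log2 fold change -0.27, SE 0.34, adjusted p 0.519). Of its 50-base transcript stretches 1.84% occur in another gene. Gbp2 itself averaged 325 FPKM against 95.8 after PD-1 Ab treatment (log2 fold change 1.88, adjusted p 0.0010) and 317 against 280 FPKM under the PD-1cKO label (0.02, adjusted p 0.965).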

GBP2 is a gene related to the superfamily of large GTPases induced mainly by IFNγ. *Fam20* (a kinase that catalyze the phosphorylation of secreted proteins) was upregulated exclusively in the tumor tissue from PD-1cKO mice (**Figure 5D**).

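Fam20c (chromosome 5, 138754514 to 138810077, GRCm38) averaged 10.1 FPKM (SD 7.54) in tumors labelled PD-1cKO and 3.61 (SD 1.17) in WT tumors. The log2 fold change was 1.22 (SE 0.31, limma adjusted p 0.0056), and 7 of 10 tumors were above every WT tumor. The 10 tumors ranged from 2.95 to 28.8 FPKM, a wider spread than the 2.22 to 5.48 FPKM of the WT tumors. In 10 of 30 alternative settings the adjusted p was no longer under 0.01; it ran from 0.00104 to 0.148, with log2 fold changes of 0.96 to 1.38. After 2 antibody doses Fam20c averaged 2.98 FPKM against 2.85 in isotype controls (log2 fold change 0.06, SE 0.22, adjusted p 0.865). None of its 50-base transcript stretches occurs in another gene.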

Differentially expressed genes in the PD-1 Ab-treated mice, PD-1cKO mice, or common to the two models were analyzed using the Ingenuity Pathway Analysis^®^ software. 

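Ingenuity gene sets were not analysed here. In their place, the genes called as higher were tested for over-representation in the Reactome sets of the fgsea package (Fisher's exact test, 1-sided, Benjamini-Hochberg adjustment). The background was the tested genes with an Entrez identifier. For PD-1 Ab treatment it held 13224 genes, 724 of them higher, and 49 of 680 sets had an adjusted p under 0.05. For the PD-1cKO label it held 13056 genes, 597 of them higher, and 30 of 681 sets did. In PD-1 signaling, 13 of 16 genes were higher after antibody treatment (adjusted p 1.7e-12) and 8 of 16 under the PD-1cKO label (1.9e-05). In TCR signaling 18 of 51 genes (3.9e-09) and 10 of 51 (0.0035) were. In immunoregulatory interactions between a lymphoid and a non-lymphoid cell 25 of 50 (2.3e-16) and 15 of 49 (1.7e-06) were. T-helper sets were written by hand from marker genes, and a score was formed as the mean log2 value of the genes of a set. The score of the Th1 set was 1.74 higher after PD-1 Ab treatment (exact permutation test over 252 splits, adjusted p 0.0134) and 0.79 higher under the PD-1cKO label (permutation test, adjusted p 0.0030). The Th2 score was 0.48 higher (exact permutation test, adjusted p 0.0134) and 0.47 higher (permutation test, adjusted p 0.019). With 5 tumors in each group the smallest p that the exact test allows is 0.0079.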

Pathway analysis identified enrichment in T-helper 1 and 2 type immune responses, T-cell activation, and signaling pathways centric to PD-1 blockade (PD-1 Ab-treated and PD-1cKO mice) (**Figure 5E**). Next, the biological processes associated with the gene signature in the PD-1 Ab-treated and PD-1cKO mice was characterized using gene set enrichment analysis, using the c2_all, c2cp, and hallmark gene sets (GSEA; **Figures 5F, G**). The analysis revealed enrichment of genes associated with T-cell differentiation, TcR CD8 signaling pathway, hallmark inflammatory response, and natural killer cell mediated cytotoxicity, among others. 

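The MSigDB collections were not analysed here. Reactome sets of 15 to 500 genes were ranked by the moderated t of limma with fgsea (1000 permutations of the genes), and a set passed at a nominal p under 0.05 and an adjusted p under 0.25. After 2 antibody doses 384 of 680 sets passed, 114 higher and 270 lower, and under the PD-1cKO label 396 of 681 did, 106 higher and 290 lower. The normalized enrichment score of generation of second messenger molecules was 2.58 after PD-1 Ab treatment and 2.93 under the PD-1cKO label. That of TCR signaling was 2.17 and 2.35. Cell Cycle, Mitotic stood at the other end, with -3.13 and -3.22. Permuting genes treats them as independent, and other splits of the same tumors also passed many sets. Their median was 272 sets for PD-1 Ab treatment and 259 for the PD-1cKO label. For the hand-written sets, tumors and not genes were permuted. The NK cytotoxicity score was 1.99 higher after PD-1 Ab treatment (exact permutation test, adjusted p 0.0134) and 0.77 higher under the PD-1cKO label (permutation test, adjusted p 0.0073).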

Remarkably, several of the enriched pathways were common between the PD-1 Ab-treated and PD-1cKO mice. 

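Of the 676 Reactome sets tested in both models, 331 passed in both, 69 higher and 262 lower in both, and none passed in opposite directions. A further 53 passed in PD-1 Ab-treated tumors alone and 62 in tumors labelled PD-1cKO alone. Ranking genes by their log2 fold change in place of the moderated t left 238 sets in both, of which 236 had the same direction. The camera test, which allows for correlation between genes, gave 301 sets in both. Among the shared higher sets, PD-1 signaling had normalized enrichment scores of 2.55 after PD-1 Ab treatment and 2.74 under the PD-1cKO label, and extracellular matrix organization 1.88 and 2.69.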

Altogether, the data suggest that T-cell differentiation, increased intracellular signaling in T cells, and upregulation of inflammatory pathways are common after PD-1 Ab treatment or in PD-1cKO mice, rendering the tumors sensitive to PD-1 blockade.

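Scores of marker sets give the response of each tumor. The T-cell receptor signaling score was 2.28 higher after 2 antibody doses than in isotype controls (exact permutation test, adjusted p 0.0134 over 54 tests) and 1.44 higher under the PD-1cKO label than in WT tumors (permutation test, adjusted p 0.0015). The score of the costimulation and checkpoint set was 1.97 and 0.89 higher. The IFNγ response score was 1.54 higher after antibody treatment (exact permutation test, adjusted p 0.0134) but 0.11 higher under the PD-1cKO label (permutation test, p 0.653). In a permutation of the model labels over 18 sets, chosen after the scores were seen, 5 had an adjusted p under 0.05. The changes of these differed by 1.43 for the IFNγ response, 1.07 for costimulation and checkpoint and 1.22 for NK cytotoxicity (adjusted p 0.0061 each), 0.95 for Th1 (adjusted p 0.0102) and 1.29 for cytotoxic CD8 T cells (adjusted p 0.0319), all larger after antibody treatment. For T-cell receptor signaling the difference was 0.84 (adjusted p 0.14). The proliferation score fell by 0.41 and by 1.22. From the T-cell genes and enriched sets that both models share, the paper proposes that T-cell differentiation, stronger signaling inside T cells and inflammatory pathways are common to antibody blockade and deletion of PD-1. It proposes further that these make the tumors sensitive to PD-1 blockade.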

## Discussion

Treatment with antibodies to PD-1/PD-L1 has shown activity in more than 20 tumor types since the first approval in 2014. However, only a subset of patients will respond to treatment with antibodies to PD-1/PD-L1. Escape from tumor immunity after PD-1 blockade can occur due to (1) inherent low immunogenicity of the tumor, (2) impaired T-cell trafficking and retention of T cells in the tumor, or (3) inhibitory factors expressed in the tumor microenvironment that prevent T-cell activation. Understanding immune mechanisms of resistance to PD-1 blockade is essential in developing strategies for targeted treatment of patients with progressive disease. To this end, we have characterized the tumor growth, immune cell infiltration, and molecular events after blockade of PD-1 signaling in PD-1 Ab-treated, PD-1KO, and PD-1cKO mice. Interference with PD-1 signaling was highly efficacious in the MC-38 tumor model leading to TGI and CR, systemic immune responses, and antigen-specific memory. Mass cytometry analysis identified 20 separate T cell subsets, with proliferating activated CD8 T cells expressing IFNγ and GrzB to be expanded prior to tumor growth regression, indicating that a dominant and functional CD8 response is important for tumor immunity after PD-1 blockade. Tumor RNA sequencing analysis confirmed pathways of inflammation and CD4 and CD8 T-cell activation to be common between the PD-1 ab-treated and PD-1cKO mice and a dominant IFNγ response in the tumor microenvironment. The study emphasizes clearly a role for activated effector memory CD4 and CD8 T cells for tumor immunity during conditions of blockade of PD-1 signaling.

MC-38 tumors were responsive to PD-1 blockade with tumor growth regression in all but 10%–20% of the mice in all three models. Deletion of *Pdcd1* in PD-1cKO adult mice led to tumor growth regression and complete responses, comparable to PD-1Ab treatment or PD-1KO mice, except for tumor growth inhibition of large tumors (>1,000 mm^3^). When tumor size exceeded 1,000 mm^3^ in the PD-1KO mice and after PD-1 Ab treatment, mice proceeded to lose tumor control and were sacrificed as the tumor size exceeded the ethical limit. Remarkably, PD-1cKO mice could control tumors as large as 1,500 mm^3^, and after initial tumor growth, inhibition or complete responses were observed correlating with the progressive deletion of PD-1 expression on CD4 and CD8 T cells. Indeed, mass cytometry analysis revealed that the large tumors in the PD-1cKO were highly immunogenic with a potential for tumor regression (18–21 days post-tumor implant). IFNγ was significantly upregulated in EM, cytotoxic, CM CD8 T cells, and Tregs as was CD25 expression on cytotoxic CD8 T cells, whereas Granzyme B was increased in EM CD4 T cells. These changes are consistent with an ongoing early response in the large tumors versus a more terminal response with mature cytotoxic T cells in the small tumors. Thus, the PD-1cKO mice, which enables deletion of *Pdcd1* following tumor implantation and has normal baseline frequencies of EM CD4 and CD8 T cells, can be a useful model to investigate both tumor cell-intrinsic and tumor cell-extrinsic factors leading to regression of large tumors.

The complete response after PD-1 blockade in some of the PD-1 Ab-treated, PD-1KO, and PD-1cKO mice led us to investigate whether the primary response had generated a memory immune response. All mice with complete regression of primary tumor rejected a second challenge with the same tumor cells but not heterologous tumor cells, indicating that the generated memory response was antigen specific as previously reported in the context of cancer vaccines or in preclinical combination therapies (24). The tumor-specific immune response after PD-1 blockade can be either due to local proliferation of TILs or active recruitment from the draining lymph nodes or both. Cytotoxic CD8 T-cell populations expressed Ki67, indicating that active proliferating cells are present in the tumor. In addition, EM CD8^+^ T cells were expanding in the tumor-draining lymph nodes after challenge in the WT and after rechallenge in PD-1cKO mice. EM CD8^+^ T cells were reduced in the LN of challenged PD-1cKO mice over challenged WT mice, indicating that these cells may have migrated to the tumor already at that time point, demonstrating the dynamics of the immune response. The recruitment of CD8^+^ T cells from the secondary lymphoid organs to the tumor was previously shown to contribute to tumor growth inhibition after blockade with PD-1 Abs since treatment with FTY720 lowered the survival, compared to mice treated with PD-1 Ab alone (9). Indeed, in patients with basal and squamous cell carcinoma treated with PD-1 blockade, the T-cell response was shown to be derived from a specific repertoire of T-cell clones that enter the tumor, indicating that recruitment of T cells from the draining lymph nodes contributes to the response after PD-1 blockade (25).

Phenotypic characteristics and the effector functions of the tumor-infiltrating lymphocytes necessary for tumor growth inhibition can be effectively deduced by flow and mass cytometry by analysis of cell surface and intracellular markers. Based on lineage and activation markers, transcription factor expression, and functional response (cytokine secretion and granzyme B expression), we were able to define 20 different clusters of immune cells subsets in the tumor, which could be categorized into eight separate CD4 and CD8 T-cell populations. PD-1 blockade led to an expansion of ICOS-positive CD8^+^ T cells and particularly a non-proliferating effector memory CD8 T cell subset and a proliferating cytotoxic CD8 T cell subset, expressing both IFNγ and granzyme B. The effect of PD-1 blockade on CD4^+^ T cell subsets in our study was less dramatic, although gene expression analysis revealed Th1 pathways to be highly upregulated. A subtle yet consistent age-dependent expansion of CD8 T-cell phenotypes in the PD-1KO mice has been previously reported (3, 4). In addition, PD-1 Ab treatment has been shown to lead to the expansion of a CD8 T-cell cluster in the tumor, expressing Tbet+Eomes+MHCII+BATF+PD-1+TIM-3+CD27+CD69+Gata-3+ that correlated with small tumor size (26). However, since effector molecules such as cytokines and granzyme B were not included in the analysis, a potential functional classification to the immune cell subsets could not be assigned. The analysis of effector memory cytotoxic T cells (Granzyme B, NKG2ACE, CD223, CD366, TIM-3, CD27, CD44, CD39, and expressing IFNγ), found in the tumors of PD-1Ab, PD-1KO, and PD-1cKO mice in our study, prior to tumor growth inhibition, contributes further to the knowledge of functional TILs that can contribute to long-term tumor immunity after PD-1 blockade.

In addition to changes in CD8 subsets, the ratio of CD8:Tregs was increased, and the frequency of Foxp3^+^ TILs was decreased in the PD-1KO and PD-1cKO mice. Although the mechanisms leading to the reduction in the frequency of CD4^+^Foxp3^+^ T cells is unknown, it could be attributed to a lower conversion rate of CD4^+^ effector cells to Foxp3^+^Tregs in the absence of PD-1 (24). Contrary to our findings, a recent study proposed that PD-1 contributes not only to immune suppression of effector T cells but also to PD-1 expressing regulatory T cells in the tumor of non-small cell lung cancer patients. A strong inhibition of CD8 T-cell activation was observed in cocultures of PD-1^high^Tregs with PD-1^low^ CD8 responder cells after treatment with monoclonal antibody to PD-1, supporting the observation that PD-1 blockade enhances the suppressive capacity of PD-1^high^Treg (27). However, the increase in the CD8^+^:Foxp3^+^ ratio in the tumor of PD-1Ab, PD-1KO, and PD-cKO mice suggests that the proposed enhanced immunosuppressive capacity by Foxp3^+^Tregs in the absence of PD-1 signaling could be counteracted by the adequate expansion of functional effector CD8 T cells leading to tumor growth inhibition. Further evidence for the activation of CD8 T cells in the PD-1 Ab, PD-1KO, and PD-1cKO mice was provided by the increase in the frequency of CD8^+^ICOS-expressing cells. 

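Icos averaged 5.43 FPKM (SD 2.90) after 2 doses of PD-1 Ab and 0.490 (SD 0.188) in isotype controls, a log2 fold change of 3.09 (SE 0.38, limma adjusted p 0.00089). In tumors labelled PD-1cKO it averaged 2.21 FPKM (SD 1.16) against 0.778 (SD 0.558) in WT tumors (1.45, SE 0.32, adjusted p 0.0027), and 4 of 10 tumors were above every WT tumor. Ingenuity pathways were not analysed here. The Reactome set nearest to them, costimulation by the CD28 family, which holds Icos and its ligand, had normalized enrichment scores of 2.74 and 2.803. Of its 45 tested genes 21 were called as higher after PD-1 Ab treatment (Fisher's exact test, adjusted p 3.6e-13) and 11 under the PD-1cKO label (0.00024).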

The ICOS-ICOSL-signaling pathway was significantly upregulated in the Ingenuity Pathway Analyses in both cKO and PD1 mAb treatment. In future studies, the phenotypic and functional analyses of CD8 T cells expressing ICOS by mass cytometry will help to further define the role of ICOS+CD8 T cells for tumor immunity. Indeed, ICOS on T cells has been shown to favor the survival of effector-memory T cells (28, 29) promoting tumor immunity, and therefore, agonistic Abs targeting ICOS are under investigation in clinical trials for cancer immunotherapy, in combination with PD-1 blockade. Although the frequency of Foxp3+ cells in the tumor is decreased in the PD-1 Ab, PD-1KO, and PD-1cKO mice, the suppressive function Foxp3^+^Tregs might still be enhanced. However, the concomitant activation of CD8 T cells early on during the response can overcome the suppressive effects of Treg to promote tumor immunity.

The immune response both at the level of single cells and in the bulk tumor was found to be dominated by a proinflammatory response as evidenced by an increase expression of *Tbx21* (T-bet) and *Ifng* (IFNγ) and the detection of IFNγ expression by CD8 effector memory and cytotoxic T cells in the tumors of PD-1cKO or PD-1 Ab-treated mice. Gene expression analysis revealed that >2,000 genes were commonly upregulated between the tumors from PD-1 Ab-treated and PD-1cKO mice. Indeed, many of the pathways that contribute to tumor growth inhibition were shared between the PD-1 Ab-treated and PD-1cKO mice. 

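Of the 1600 genes called in at least 1 model and tested in both, 961 were higher than their controls in both, whether or not each difference passed the threshold. The other genes of the 1515 with the same direction in both were lower.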

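The Reactome set interferon gamma signaling had normalized enrichment scores of 2.803 after PD-1 Ab treatment and 2.45 under the PD-1cKO label. Of its 77 tested genes 22 were called as higher after antibody treatment (Fisher's exact test, adjusted p 3.9e-09) and 7 under the PD-1cKO label (adjusted p 0.765). With median-of-ratios scaling the latter became 12 genes (adjusted p 0.080). A hand-written set of IFNγ response genes was scored per tumor. The score was 1.54 higher after PD-1 Ab treatment (exact permutation test, adjusted p 0.0134). Under the PD-1cKO label it was 0.11 higher (permutation test, p 0.653, adjusted p 0.691), and 0.27 higher with median-of-ratios scaling (p 0.187). The 2 changes differed by 1.43 (permutation of the model labels, adjusted p 0.0061 over 18 sets), a test chosen after the scores were seen. The score of the cytotoxic CD8 T-cell set was 2.86 and 1.57 higher, and that difference between the models was 1.29 (adjusted p 0.032).

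**Figure D3:**
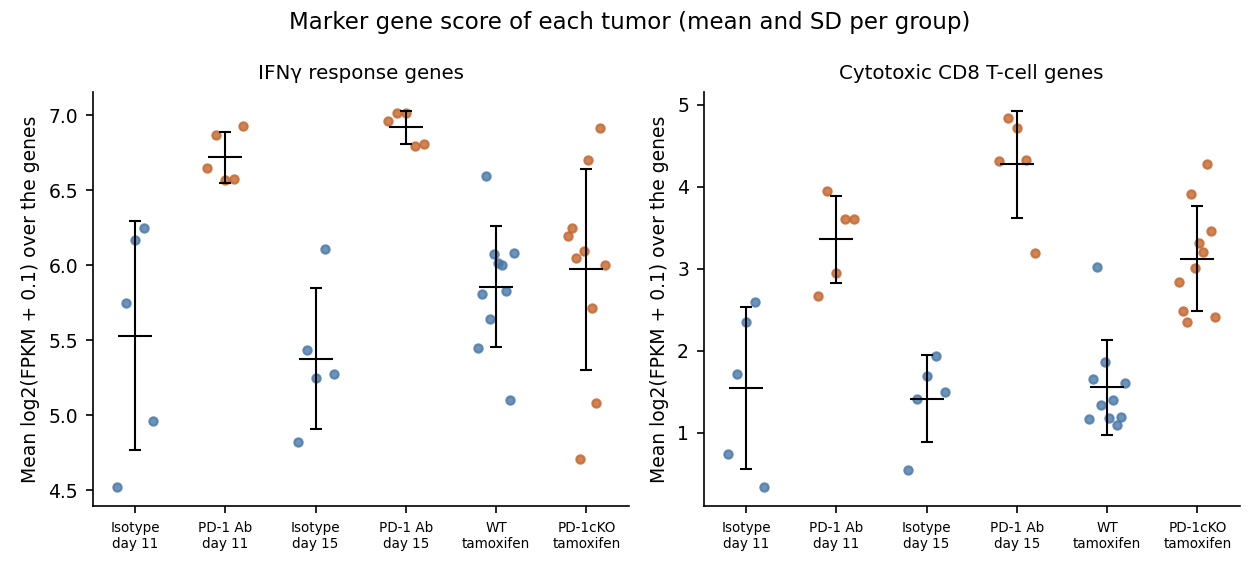
Scores (mean log2(FPKM + 0.1) of the genes of a set) of the IFNγ response set and the cytotoxic CD8 T-cell set in each tumor, by group. The IFNγ response score was 1.54 higher in PD-1 Ab-treated than in isotype control tumors of day 15 and 0.11 higher in tumors labelled PD-1cKO than in WT tumors; the cytotoxic CD8 T-cell score was 2.86 and 1.57 higher.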

One pathway that was found to be significantly upregulated in the tumor of both PD-1Ab-treated and PD-1cKO mice was the IFNγ signaling pathway and its associated downstream molecules such as *stat-1* and *tbx21*. In this respect, downregulation of specifically *Ptpn2* was shown to correlate with tumor growth inhibition through enhancement IFNγ signaling by phosphorylation of STAT1, indicating a specific role for *ptpn2* in regulating IFNγ signaling and effective tumor immunity (10). The observed significant downregulation of *Ptpn2* expression in the tumors of PD-1cKO mice in our study, with a concomitant significant increase in *stat1* expression indicates that the regulation of *Ptpn2* expression could promote tumor regression through IFNγ in the model as well. 

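In tumors labelled PD-1cKO, a label that gene-level Pdcd1 did not check, Ptpn2 averaged 12.0 FPKM (SD 5.34) against 19.4 (SD 3.32) in WT tumors, a log2 fold change of -0.80 (SE 0.21, limma adjusted p 0.0061), which is less than 2-fold. In 13 of 30 alternative settings the adjusted p was not under 0.01, and it ran from 0.000305 to 0.0385. The log2 fold change stayed between -1.05 and -0.64. Ptpn2 also fell by 0.47 on the log2 scale after 2 antibody doses (adjusted p 0.048). Its change did not differ between the models beyond the replicate error (adjusted p 0.607).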

The role of IFNγ signaling in tumor immunity after PD-1 blockade is also evident from the six-gene signature found to predict clinical response in patients, which includes *ifng* and *stat1* (30). In addition, a significant upregulation of genes *Fam 20* (an extracellular protein kinase) was detected uniquely in the tumors from PD-1cKO mice and *Gbp2b* (interferon-induced guanylate-binding protein 1) in the tumors from PD-1 Ab-treated mice. The relevance for the upregulation of *Fam20c* in the tumor of PD-1cKO mice is unclear and may be related to the phosphorylation of cytokines such IL-6, a known a substrate of Fam20c (31). IFNγ is a known inducer of guanylate binding proteins (Gbps) and studied extensively in the context of intracellular infections, due to the role of Gbps in the activation of the inflammasome pathway, leading to secretion of IL-1β and IL-18. In cancer, the Gbp family members are among the IFNγ-dependent genes most highly induced in cancer patients, and increased tissue expression of human GBP2 in several cancer types including colorectal cancer is correlated with favorable prognostic outcomes (32). It is also possible that the union of PD-1 Ab- and PD-1cKO-induced genes has a more significant intersection when considering temporal variation between the two models. Although samples were collected at physiological equivalent stages, they may not be exactly the same. Either way, a strong correlation between PD-1 Ab-treated and PD-1cKO mice was found in gene expression induction and enrichment profiles and immune pathways. 

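Across the 1600 genes called in at least 1 model and tested in both, the log2 fold changes of the models had a Pearson r of 0.842 and a Spearman rho of 0.765, and 94.7% of the genes moved in the same direction. These genes were chosen for their change, which raises r. Across all 13733 genes tested in both, r was 0.700 and rho 0.657. Genes are not independent replicates, so no p is given for them. Resampling the tumors of each group gave an SD of 0.0527 for the first r. With the covariate for runs of identifiers r was 0.656, the lowest of the alternatives, but the union then held only the 764 tested genes called after PD-1 Ab treatment. Over the genes called after PD-1 Ab treatment r was 0.640 without the covariate, and over all 13733 genes it was 0.689 with it.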

Ingenuity Pathway Analyses and Gene Set Enrichment Analyses further indicated that, besides T-cell activation pathways and signatures, other processes may be involved in the antitumor response or be influenced by it. These include PKC ϕ signaling in T lymphocytes, complement system, phagosome formation, and granulocyte activation pathways. 

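The Reactome set of the complement cascade had normalized enrichment scores of 2.27 after 2 doses of PD-1 Ab and 2.70 under the PD-1cKO label. A hand-written complement set scored 1.44 and 0.91 higher than in the controls. For granulocytes, a set of neutrophil markers differed between the models in its values. Its score was 1.13 higher under the PD-1cKO label (permutation test, adjusted p 0.0077) and -0.01 after PD-1 Ab treatment (exact permutation test, adjusted p 0.962). A permutation of the model labels gave an adjusted p of 0.089 for that difference, so it did not pass at 0.05.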

Exploration of these pathways will lead to novel insights as well into the antitumor effects of PD-1 blockade.

In conclusion, high-dimensional cellular and genetic profiling approaches of intratumoral immune cell subsets can identify potential mechanisms of immune intervention after PD-1 blockade. The study provides insights into the cellular and functional changes that occur within the major intratumoral T-cell subpopulations following PD-1 antibody treatment or genetic deletion of *Pdcd1*. Our data indicate that the cell-intrinsic action of PD-1 on several different functional CD8 T cell subsets plays a crucial role in its antitumor efficacy.

## Data Availability Statement

The RNA sequencing datasets for this study can be found at Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/ accession number GSE171274.

## Ethics Statement

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Merck research laboratories (APS# 400265), in accordance with guidelines of the Association for Assessment and Accreditation of Laboratory Animal Care.

## Author Contributions

Conceptualization: SR, TR, HL, and RW. Methodology: NT-S, CK, AS, AC, MS, WB, EM, and TR. Investigation: SR, MS, WB, EM, EP, HL, and RW. Software: EM and HL. Funding acquisition: SR, AC, TR, EP, HL, and RW. Supervision: WB, AC, TR, EP, HL, and RW. Writing—original draft: SR, EM, WB, TR, HL, and RW. Writing—review and editing: SR, EM, WB, EP, AC, TR, HL, and RW. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants to SR from the Sahlgrenska Academy at the University of Gothenburg, Sweden, and The Swedish Foundation for Strategic Research (SSF) *via* the mobility grants program and the Swedish Cancer Society (Cancerfonden).

## Conflict of Interest

Authors SR, NT-S, AS, MS, EP and AC were employed by Merck & Co., Inc., Kenilworth, NJ, USA. CK and RW were employed by Merck & Co., Inc., Kenilworth, NJ, USA at the time of the study and are currently employed by Synthekine. WB, EM, and TR are currently employed by Merck & Co., Inc., Kenilworth, NJ, USA.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Conditional Deletion of Pdcd1 Identifies the Cell-Intrinsic Action of PD-1 on Functional CD8 T Cell Subsets for Antitumor Efficacy
**Source:** Front Immunol. 2021 Nov 29;12:752348. doi: 10.3389/fimmu.2021.752348
**Supplement:** Supplementary file 1

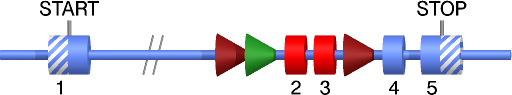

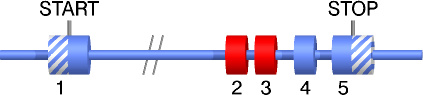

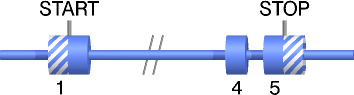

**D**

**C**

**B**

**A**

**Supplementary Figure 1**

**1.**

**2.**

**3.**

WT mouse genomic locus

Targeted allele (homologous recombination)

Conditional KO allele (Flp recombination)

Proximal sgRNA

Distal sgRNA

**1.**

**2.**

**3.**

**PD-1**

KO day 11

WT day 22

PD-1cKO day 22

PD-1cKO day 15

PD-1cKO day 11

**CD4**

**CD8**

**
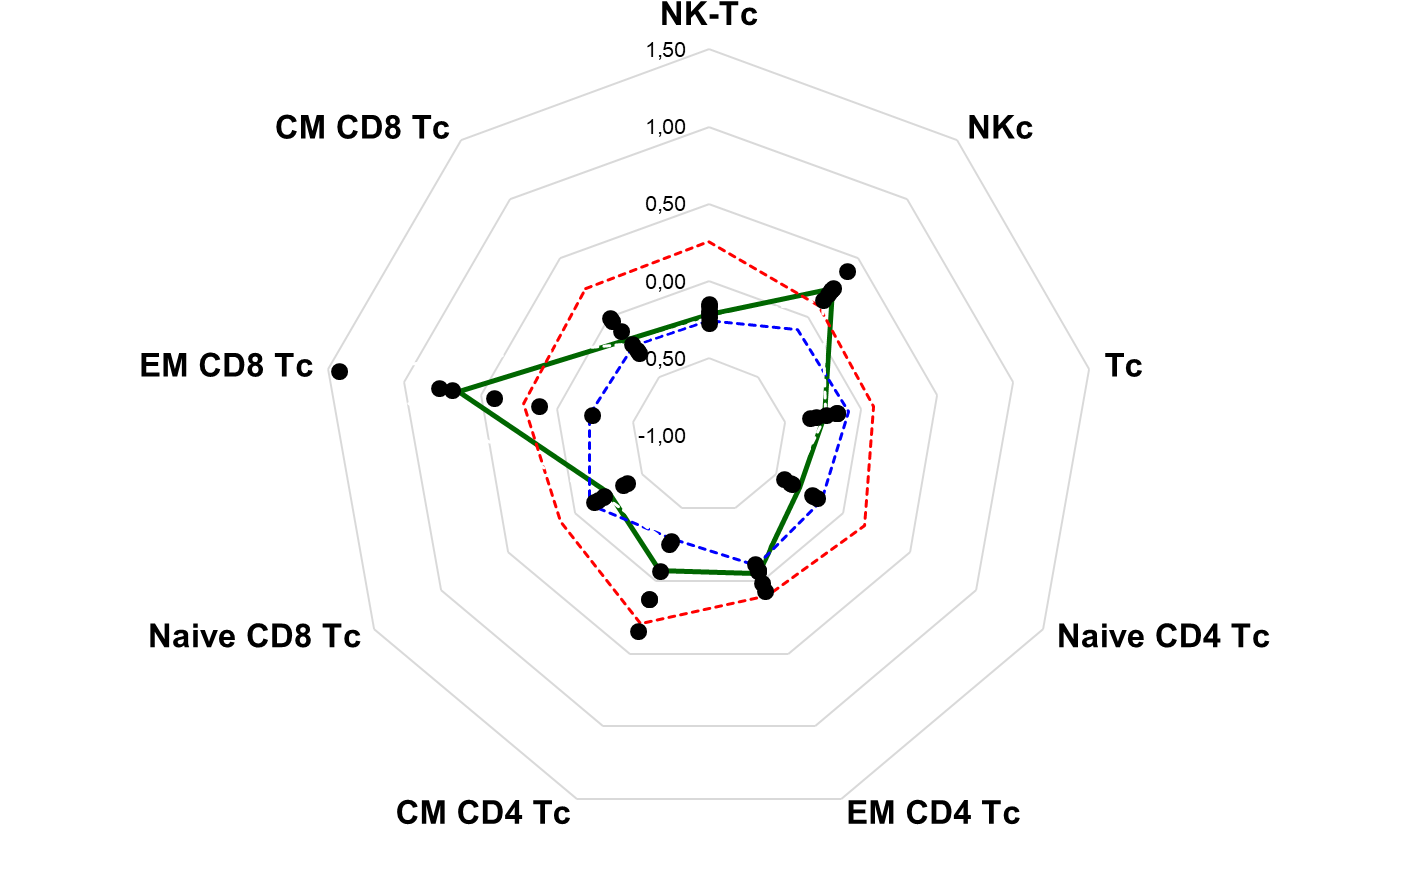

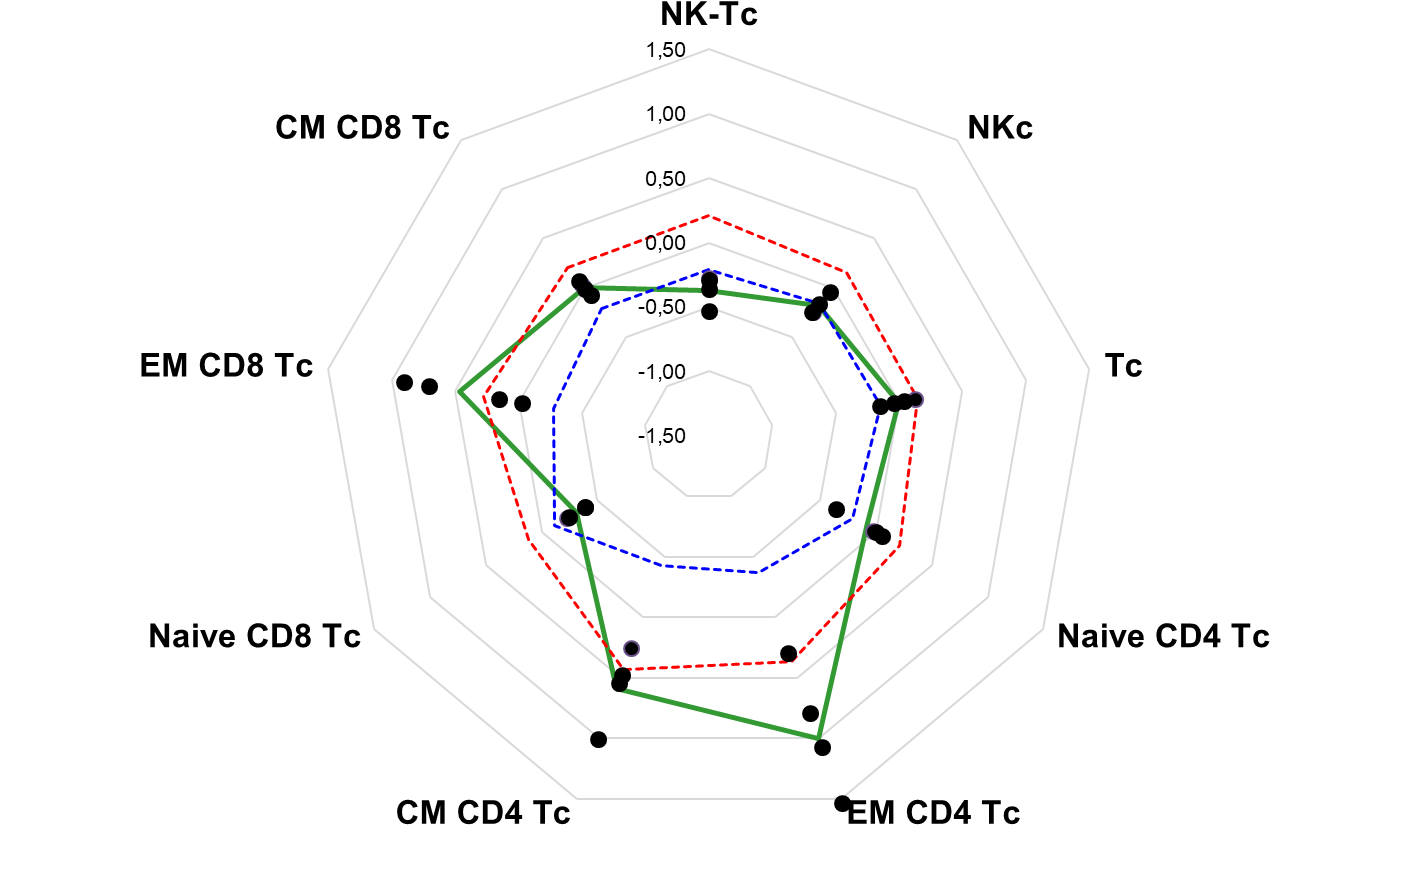

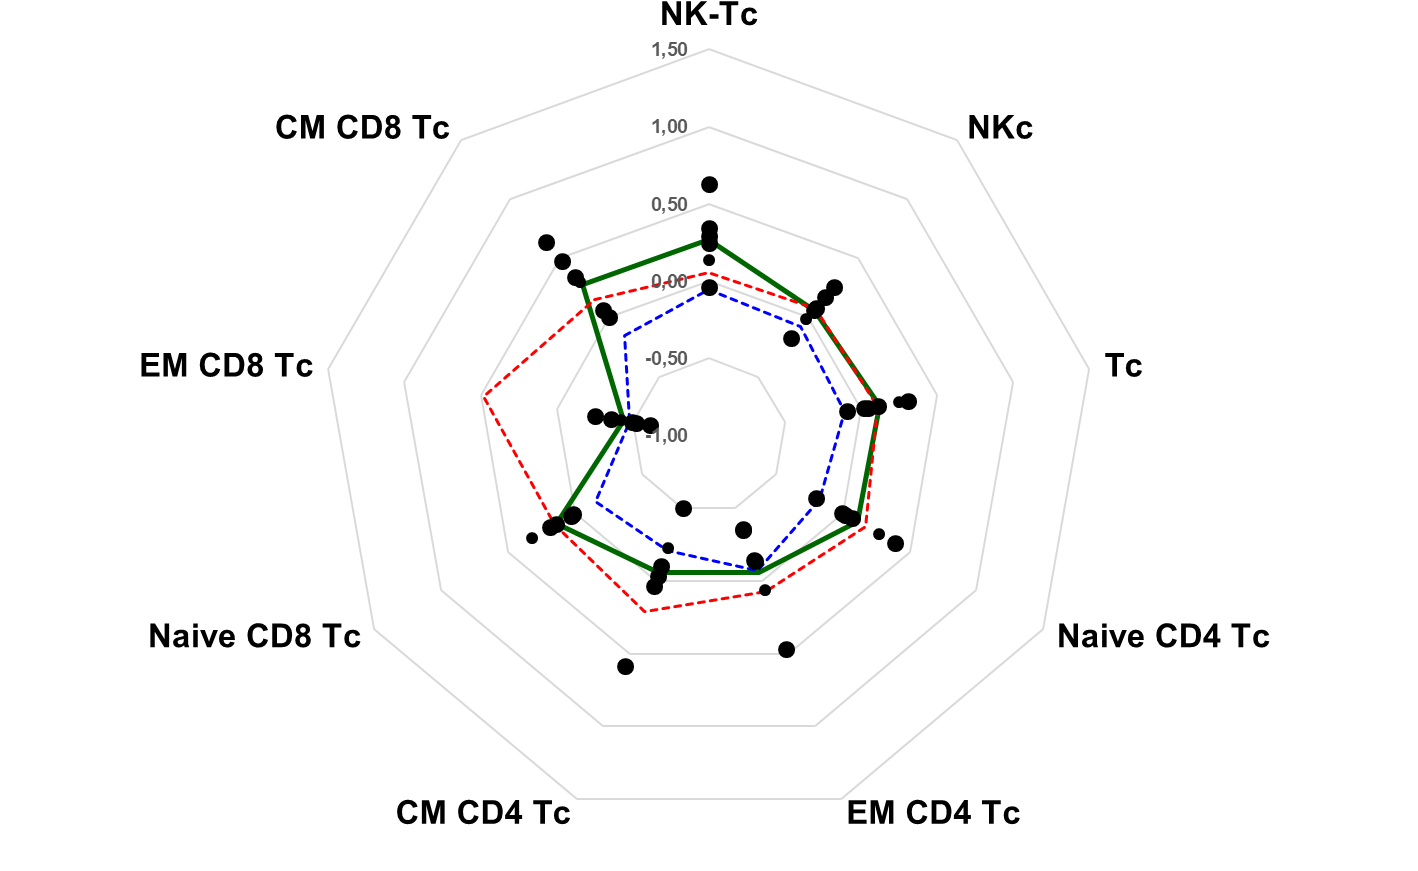
**

**E**

**G**

Blue line: (avg value of reference)-1SD

Green line: (avg value of condition 1/avg value of reference) -1SD

Red line: (avg value of reference)+1SD

Chal. WT/naïve WT

Chal.PD-1cKO/Chal.WT

Rechall. PD-1cKO/Chal. KO

**F**

**Supplementary Figure 1 (related to figure 1). Targeting strategy of the PD-1KO and PD-1cKO mice and phenotypic characterization of infiltrating lymphocytes in the tumor and draining lymph nodes.** **A** 1: mouse genomic locus of the *Pdcd1* gene. 2: Location of proximal and distal sgRNA and loxP sites, respectively, which were co-injected with Cas9 mRNA into C57BL6/Ntac zygotes. 3: *Pdcd1* KO allele after CRISPR/Cas9 mediated deletion of exons 2 and 3. Pdcd1 coding exons 1-4 and translational start and stop codons are depicted. **B** 1: Mouse genomic locus of the *Pdcd1* gene. 2: Conditional KO allele after Flp recombinase mediated removal of the positive selection marker. 3: Targeted allele after homologous recombination in ES cells. **C.** Representative histogram plots of PD-1 staining of tumor infiltrating lymphocytes isolated from WT (day 22), PD-1KO (day 11) and PD-1cKO (day 22, 15 and 11) post-tumor implant **D.** PD-1 expression on tumor infiltrating CD4^+^ and CD8^+^ T cells isolated from littermate controls or PD-1cKO mice day 11, 15, and 22 post-tumor implant . **E.** Complete responses to rechallenge of MC-38 cells injected to cured PD-1 Ab treated mice, PD-1KO and PD-1cKO mice (4-8 weeks after complete response). MC-38 challenge in naïve control mice and B16F10 challenge in cured PD-1 Ab treated mice, resulted in exponential tumor growth. Data mean+SEM and representative of 2 independent experiments. **F.** Number of cells in the draining LN of mice after primary (day 13) or secondary (day 3) challenge with MC-38 cells in tamoxifen treated PD-1cKO and WT mice. **G.** Flow cytometry analysis of T cell and NK cells subsets in draining lymph nodes of mice after primary (day 13) or secondary (day 3) challenge with MC-38 cells in tamoxifen treated PD-1cKO and WT mice. Blue line: CTRLmin: Mean CTRL – 1 SD, Red line: CTRLmax: Mean CTRL + 1 SD, Green line: Fold Change of Mean PD-1cKO/Mean CTRL, each dot represents an independent PD-1cKO mouse (nPD-1cKO/Mean CTRL).

**Supplementary figure 2**

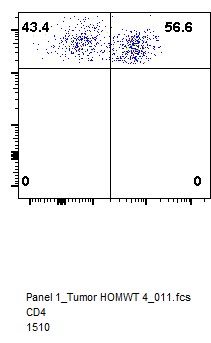

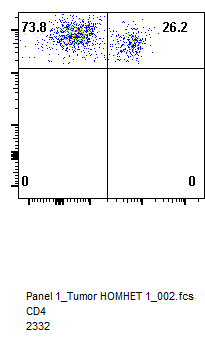

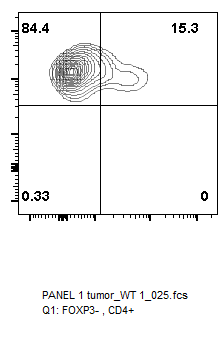

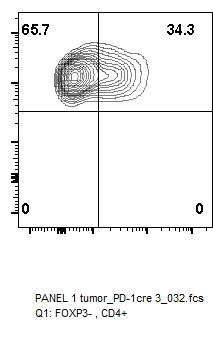

**WT**

**A**

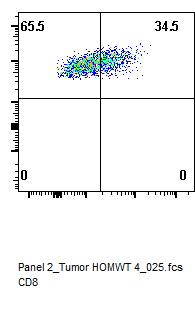

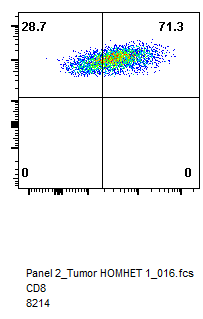

**ICOS**

**PD-1cKO**

**Foxp3**

**WT**

**PD-1cKO**

**Gated CD4+Foxp3-**

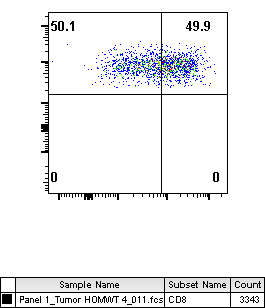

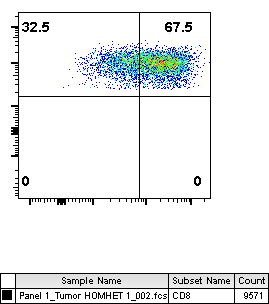

**CD4**

**CD8**

**Ki67**

**CD4**

**CTLA-4**

**B**

**DAY 22**

**DAY 15**

**DAY 11**

**C**

CD4+Foxp3+

CD4+Foxp3-

CD4+

**D**

**DAY 22**

**DAY 11**

**DAY 15**

CD8+

CD8+

**Supplementary Figure 2 (related to figure 2). Time course analysis of T cell infiltration after deletion of *Pdcd1* in adult PD-1cKO mice. A.** Representative flow cytometry staining of TILs isolated from PD-1cKO mice day 22 post implant. **B.** Time course analysis of the ratio of CD8:CD4 among the tumor infiltrating T cells, day 11, 15 and 22 post-tumor implant. C**.** Expression of markers of checkpoint inhibition or activation among the CD4^+^ Foxp3^+^ or CD4^+^Foxp3^-^ TILs. D**.** Expression of markers of checkpoint inhibition or activation among the CD8^+^ TILs. Data representative of 3 independent experiments with n=4-5 mice/experiment, group and time point.

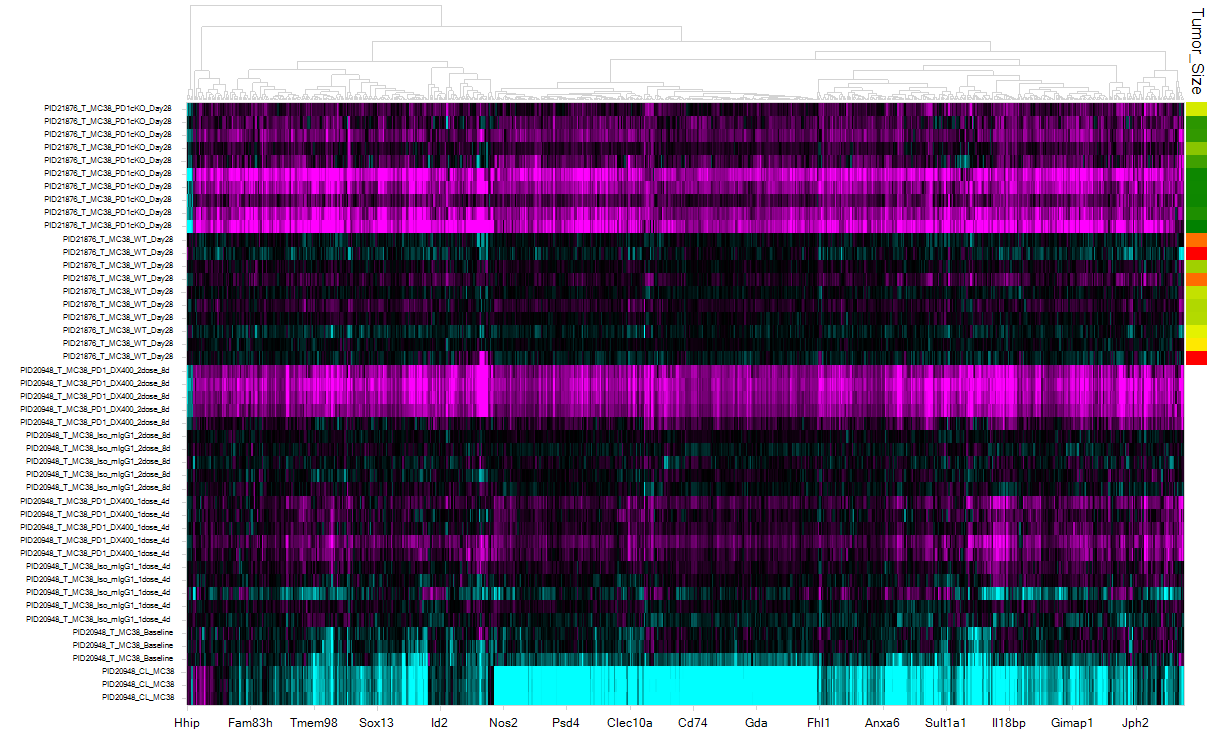

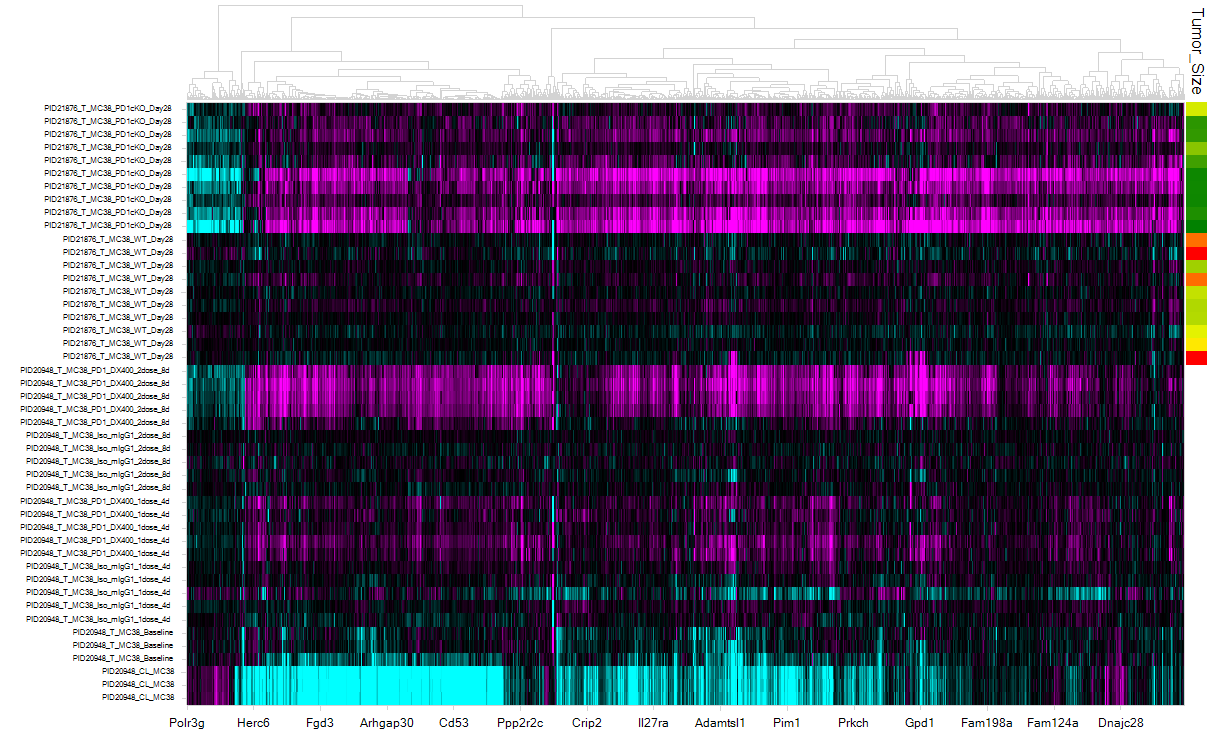

Log2 Fold Change

**Intersection: PD-1cKO and PD-1Ab = 773 genes**

Cell Line:Iso (day 15)

Baseline:Iso (day 15)

Iso:Iso (day 11)

PD-1Ab:Iso (day 11)

Iso:Iso (day 15)

PD-1Ab:Iso (day 15)

WT:WT (day 22)

PD-1cKO:WT (day 22)

**Supplementary figure 3**

Log2 Fold Change

**Union: PD-1cKO and PD-1Ab = 2184 genes**

Cell Line:Iso (day 15)

Baseline:Iso (day 15)

Iso:Iso (day 11)

PD-1Ab:Iso (day 11)

Iso:Iso (day 15)

PD-1Ab:Iso (day 15)

WT:WT (day 22)

PD-1cKO:WT (day 22)

**A**

**B**

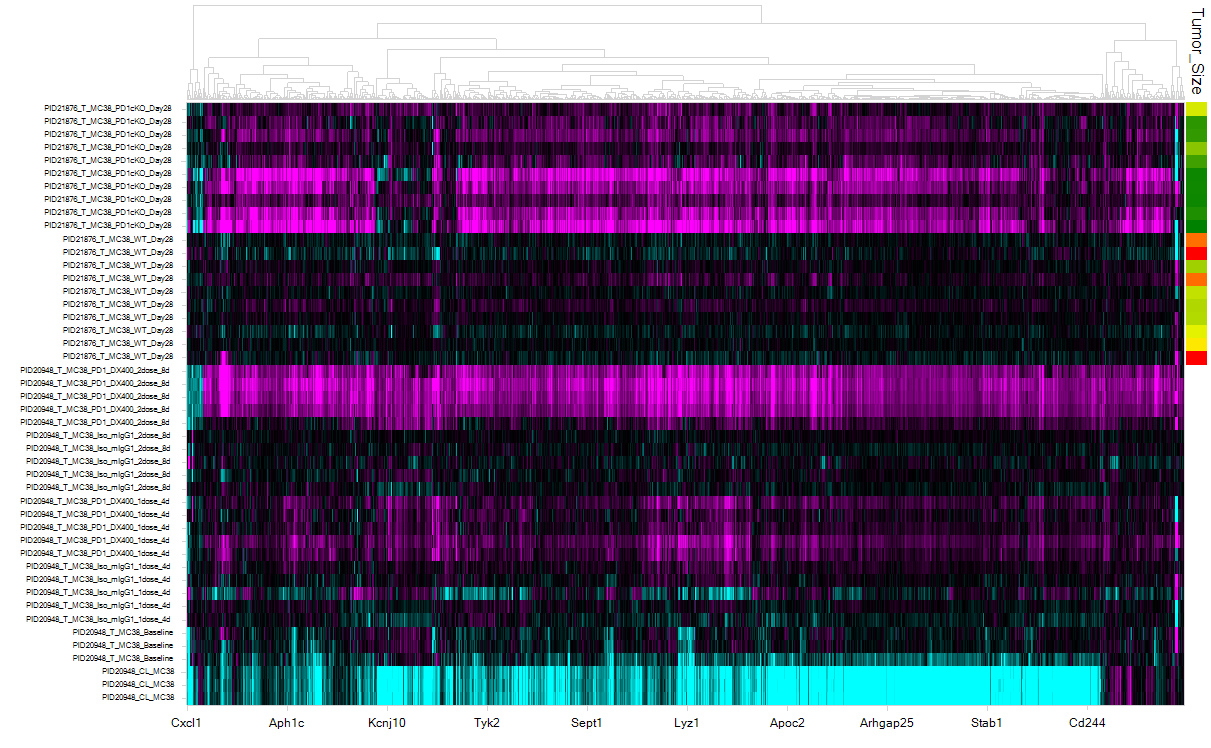

**C**

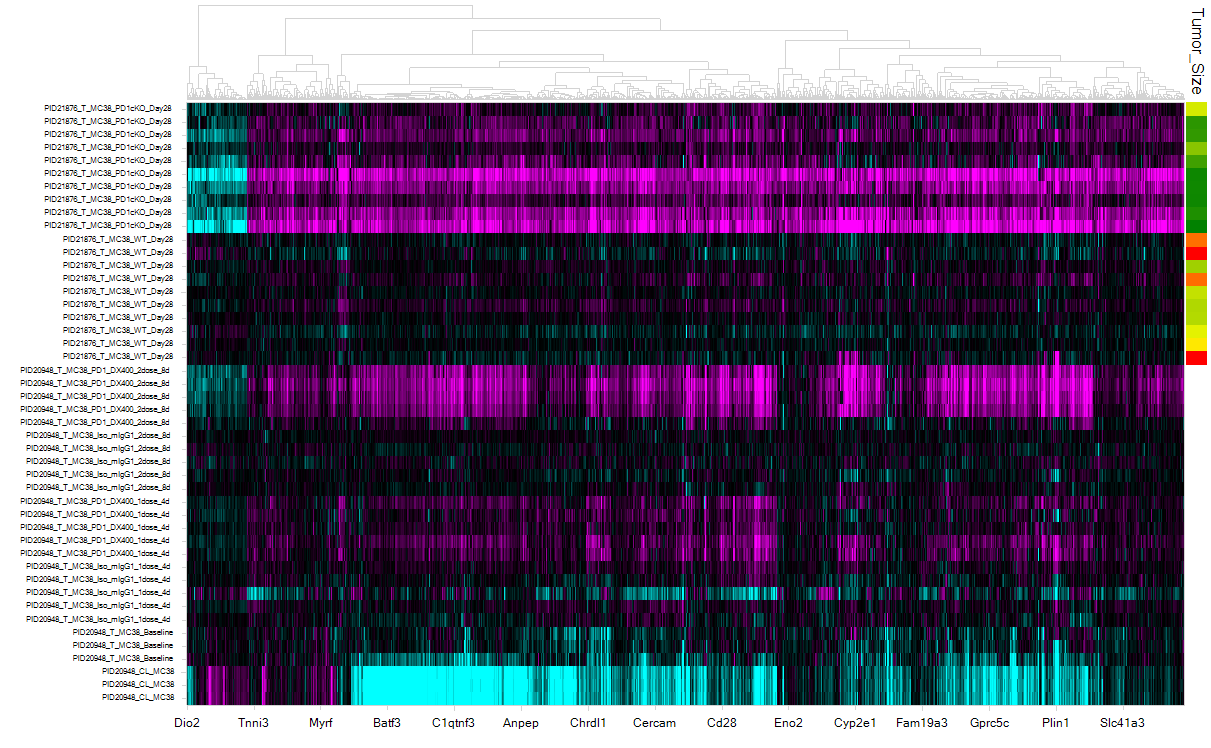

PD-1cKO:WT (day 28)

WT:WT (day 28)

PD-1Ab:Iso (day 15)

Iso:Iso (day 15)

PD-1Ab:Iso (day 11)

Iso:Iso (day 11)

Baseline:Iso (day 15)

Cell Line:Iso (day 15)

**PD-1Ab (day15) = 1077 genes**

Log2 Fold Change

PD-1cKO:WT (day 28)

WT:WT (day 28)

PD-1Ab:Iso (day 15)

Iso:Iso (day 15)

PD-1Ab:Iso (day 11)

Iso:Iso (day 11)

Baseline:Iso (day 15)

Cell Line:Iso (day 15)

Log2 Fold Change

**D**

**PD-1cKO (day 28) = 1880 genes**

**Supplementary Figure 3 (related to figure 5): Gene expression pattern from the tumor tissue reveals a common mechanism of immune mediated tumor regression after antibody blockade or genetic deletion of PD-1 signaling.**Gene expression data after RNA sequencing of bulk tumor tissue excised from PD-1 Ab treated (11 or 15 days post- tumor implant) or PD-1cKO mice treated with tamoxifen (22 days post-tumor implant). Shown in the heat maps are the genes that were significantly regulated by PD-1 Ab treatment compared to isotype treatment at 11 and 15 days post-tumor implant or PD-1cKO mice treated with tamoxifen compared to littermate control mice treated with tamoxifen (28 days post-tumor implant) (**A,** union 2184), (**B**, intersection 773), (**C**, PD-1 Ab treatment alone 1077), or (**D**, PD-1cKO alone 1880). Isotype control and cell line control was included in the analysis. A significance threshold of a 2-fold change, FDR_BH<0.01, and normalized counts >20 was set in at least one comparison group.  The color gradient represents fold change of each individual animal (each row) compared with the corresponding pooled control animals (−3 to 3 fold).

**SUPPLEMENTARY TABLE 1:** Antibody clones and vendor for flow and mass cytometry analysis.

**Flow cytometry**

| **Antibodies and clone** | **Vendor** |
| --- | --- |
| CD45 (clone 30-F11) | Biolegend |
| CD11b (clone M1/70) | Biolegend |
| TcRb (clone H57-597) | BD Biosciences |
| CD3 (clone 145-2C11) | BD Biosciences |
| CD11c (clone N418 | Biolegend |
| F4/80 (clone BM8) | Biolegend |
| Ly6C (clone HK1.4) | Biolegend |
| Ly6G (clone 1A8) | Biolegend |
| PD-L1 (clone 10F.9G2) | Biolegend |
| I-A/I-E (clone M5/114.15.2) | Biolegend |
| CD4 (clone RM4-5) | Biolegend |
| CD8a (clone 53-5.8) | Biolegend |
| CD25 (clone PC61) | Biolegend |
| CD69 (clone H1.2F3) | Biolegend |
| CD44 (clone IM7) | Biolegend |
| CD62L (clone MEL-14) | Biolegend |
| PD-1 (clone RMP1-30) | Biolegend |
| CD278 (clone C398.4A) | BD Biosciences |
| Foxp3 (clone FJK-16s) | eBioscience |
| Ki67 (clone B56) | BD Biosciences |
| GZMb (clone GB11) | BD Biosciences |
| TIGIT (clone IG9) | Biolegend |
| ef-506 | eBioscience |
| Lag3 (clone C9B7W) | BD Biosciences |
| GITR (clone DTA-1) | eBioscience |
| CTLA-4 (clone UC10-4B9) | Biolegend |
| OX-40 (clone OX-86) | Biolegend |
| NK 1.1 (clone PK136) | Biolegend |
| Ter119 | Fluidigm |
| CD122 (clone TMB1) | BD Biosciences |
| CD27 (clone LG.3A10) | BD Biosciences |
| CD69 (clone H1.2F3) | BD Biosciences |
| CD8a (clone 53-6.7) | BD Biosciences |
| CX3CR1 (SA011F11) | Biolegend |
| CD127 (A7R34) | Miltenyi Biotec |
| CD49b (clone DX5) | BD Biosciences |
| CD161 (clone PK136) | Biolegend |
| CD3e (clone 145-2C11) | eBioscience |
| CD25 (clone PC61) | BD Biosciences |
| CCR7 (clone 4B12) | Biolegend |
| CD62L (clone MEL14) | BD Biosciences |

**Mass cytometry**

| CD11b (clone M1/70) | Biolegend |
| --- | --- |
| CD4 (clone GK1.5) | Biolegend |
| CD39 (clone 24DMS1) | Fluidigm |
| Lag3 (clone C9B7W) | Biolegend |
| IL-2 (clone JES6-5H4) | Fluidigm |
| CD69 (clone H1.2F3) | Fluidigm |
| CD8a (clone 53-6.7) | Fluidigm |
| CD62L (clone MEL-14) | Biolegend |
| CD335 (clone 29A1.4) | Biolegend |
| IFNy (clone XMG1.2) | Biolegend |
| CD27 (clone LG.3A10) | Fluidigm |
| CD25 (clone 3C7) | Fluidigm |
| CD3e (clone 145-2C11) | Fluidigm |
| CD366 (clone B8.2C12) | Biolegend |
| CD152 (clone UC10-4B9) | Fluidigm |
| CD279 (clone 29F.1A12) | Biolegend |
| CD226 (clone 480.1) | Biolegend |
| IL-10 (clone JES5-16E3) | Fluidigm |
| Rorgt (clone B2D) | Fluidigm |
| Tbet (clone 4B10) | Fluidigm |
| NKG2AE (clone 20d5) | BD Biosciences |
| Ki-67 (clone B56) | Fluidigm |
| Klrg1 (clone 2F1) | eBioscience |
| TIGIT (clone 1G9) | Biolegend |
| FoxP3 (clone FJK-16s) | Fluidigm |
| IL-4 (clone 11B11) | Fluidigm |
| IL-6 (clone MP5-20F3) | Fluidigm |
| Helios (clone 22F6) | Biolegend |
| TCRβ (clone H57-597) | Fluidigm |
| CD154 (clone MR1) | Fluidigm |
| CD44 (clone IM7) | Fluidigm |
| Perforin (clone OMAK-D) | Fluidigm |
| GranzymeB (clone GB11) | Fluidigm |
| IL-17A (clone TC11-18H10.1) | Fluidigm |
| Gata3 (clone 16E10A23) | Biolegend |
| CD45R (clone RA3-6B2) | Fluidigm |
| CD45.2 (clone 104) | Biolegend |

How the deposited data were processed for this re-analysis (not part of the article)

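RNA was measured by RNA-seq in 46 samples of bulk tissue: 3 cultures of the MC-38 cell line, 3 baseline tumors, 4 groups of 5 tumors from mice given isotype control or PD-1 antibody for 1 or 2 doses, and 10 tumors each from mice labelled PD-1cKO and WT mice given tamoxifen. The paper states an antibody dose of 5 mg/kg and a tamoxifen dose of 40 mg/kg. The sample labels gave the groups of all 46 samples.

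The authors prepared libraries with a stranded total RNA kit, read paired ends of 50 bases, aligned the reads to the mouse genome build B38 with the OSA aligner in Omicsoft Array Studio and quantified Ensembl genes. The values deposited are FPKM, which the authors computed by dividing the fragments of each gene by the length of its transcripts and by the mapped fragments of the sample. The authors tested counts with DESeq2, and those counts cannot be rebuilt from FPKM. The 48795 genes have no missing values, 32043 of them are above 0 in at least 1 sample, and 3743 values lie between 0 and 1e-06. Such values come from estimates of abundance and not from whole counts divided by a constant, so no depth per sample could be derived. Where precision is given, it is the spread between replicates. Symbols, coordinates, exon lengths and Entrez identifiers were taken from GENCODE M21 (GRCm38) for 99.1% of the gene identifiers.

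Each comparison used only the samples of the groups compared. Values were kept as deposited, with 0.1 FPKM added before the log2. Genes with a mean of at least 0.5 FPKM in either group were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), and p-values were adjusted over the tested genes with the Benjamini-Hochberg method. Genes were called at an adjusted p under 0.01 and a change of at least 2-fold, and also at 1.5-fold and with no fold limit. The comparisons were PD-1 Ab against isotype control at day 11 and at day 15, PD-1cKO against WT, isotype control tumors of day 15 against cultured cells, and baseline against those isotype control tumors. The difference between the models was a contrast over the 4 groups of day 15 and of the PD-1cKO study. Genes unique to a model followed the paper's definition. No gene was left out beyond the filter, and no sample was left out. Ratios between samples with the same replicate number were not used as pairs, since neither the paper nor the labels state a pairing; the replicate number as a block was an alternative.

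Gene sets were the mouse Reactome sets of fgsea 1.28.0 with 15 to 500 tested genes, ranked by the moderated t with 1000 permutations (BiocParallel 1.36.0, 1 thread), and a set passed at a nominal p under 0.05 and an adjusted p under 0.25. They were also tested with camera (inter-gene correlation 0.01) and by Fisher's exact test on genes called as higher. In 18 marker sets written by hand, the mean log2 value per tumor was compared by 2-sided permutation tests, exact over the 252 splits of 5 against 5 tumors and with 100000 resamples for 10 against 10, and adjusted over 54 tests. The MSigDB and Ingenuity collections were not analysed here.

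The genes named are those the paper names for its RNA-seq, and for each model the 5 genes with the highest and the 5 with the lowest log2 fold changes among called genes with a mean of at least 1 FPKM in either group. A gene of that list is not reported here by itself, and it stays in the counts and sets. Sequence shared between genes was counted as the share of 50-base stretches of the transcripts of a gene that occur in another gene. The same code was tested on simulated data, in which 200 genes were changed by 2 on the log2 scale. It called 31.5% of them (14483 genes tested) for day 11, 86% (14556) for day 15, 97.5% (14646) for PD-1cKO and 71.5% (15030) for the difference between the models, where 0.694% of the calls were false. The other 3 comparisons made no false call. In these 3, both simulated groups took the spread of the control tumors, and genes were drawn independently. They therefore do not give the sensitivity or the false calls where treated tumors vary more than controls, as under the PD-1cKO label.

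The comparisons, the tests, the named genes and most alternatives were chosen before the data were examined. The alternatives were 1 FPKM added in place of 0.1, a filter at 1 FPKM or none, median-of-ratios and upper-quartile scaling, all tumor groups in 1 fit, eBayes without a trend, array weights, the replicate number as a block, the runs of sample identifiers as a covariate, another ranking or test for gene sets, and leaving out each replicate in turn. Leaving out replicates for the gene sets, the tissue markers and the difference between the models, and the block for the gene sets, were added after seeing the data. Files were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.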

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

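Of the tests in this part, those on Pdcd1 relative to T-cell genes, on sequence that Gbp2b shares with Gbp2 and on a difference between the models for each marker set were chosen only after the result was seen.

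Isotype control replicate 1 of day 11 lay far from the other 4 tumors of its group in 3 measures. Mitochondrial genes held 54.6% of its FPKM against 3.45% to 4.31% in the others, a gap of 0.983 of the group's range. The upper quartile of its values above 0 was 8.68 FPKM against 17.5 to 17.8 (0.970 of the range), and 15880 genes were above 0 against 19341 to 19920 (0.857 of the range). Its mean correlation with the other 4 tumors was 0.891 without mitochondrial genes, against 0.943 to 0.953 for the others, and 0.890 with them. Leaving these genes out does not restore the reads they took, so their share was not ruled out as the source. A damaged sample or a difference in depth was not tested, since FPKM holds no depth. It shares its condition with the other 4, so no biological explanation was tested.

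In 132 groups tested, 11 had a sample far from the others, where chance gives 6.6, so most of the following single cases can be chance. Among WT tumors, replicate 3 was high in Cd8a (log2 value 3.55 against 1.09 to 2.02, gap 0.624 of the range) and in Ifng (1.82 against -0.62 to 0.41, gap 0.578), and replicate 1 was low in Ptpn2 (3.56 against 4.08 to 4.55, gap 0.527). Gzmb was low in PD-1 Ab-treated replicate 5 of day 15 (4.39 against 5.31 to 5.52, gap 0.816). The mitochondrial share was high in PD-1 Ab-treated replicate 4 of day 11 (4.44%, gap 0.722), low in replicate 4 of day 15 (2.89%, gap 0.769) and high in WT replicate 8 (3.79%, gap 0.577). Tumor labelled PD-1cKO replicate 9 had 22925 genes above 0 against 19680 to 21092 (gap 0.565). WT replicate 3 stands out in a pair of T-cell genes, but the labels give no condition that sets it apart, and no biological explanation was tested for any of these tumors.

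The change of Gbp2b differed between the models, by 3.23 on the log2 scale (limma, adjusted p 0.00674). Reads shared with Gbp2 are not a source of it, as 1.84% of the 50-base stretches of Gbp2b transcripts occur in another gene. A difference in the share of FPKM taken by short RNAs is not either, since with median-of-ratios scaling the difference had an adjusted p of 0.0086 (3.65e-05 to 0.0086 over the alternatives). The model, the day, the sequencing study and its library preparation change together between these groups. The difference can therefore be read as biological only as a hypothesis, and it cannot be told apart from the study.

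Among 7 marker sets taken as not discussed in the paper for its RNA-seq, there were 6 differences from the controls. The paper does name granulocyte activation among its pathways, which is close to the neutrophil set. Macrophages were not among the 7, and their score was also higher, by 1.28 after PD-1 Ab treatment (exact permutation test, adjusted p 0.0134, 5 of 5 tumors above the isotype median) and by 0.91 under the PD-1cKO label (permutation test, adjusted p 0.00027, 10 of 10). In tumors labelled PD-1cKO the neutrophil score was 1.13 higher (permutation test, adjusted p 0.0077, 10 of 10 tumors above the WT median), fibroblasts 1.17 (adjusted p 0.0023, 10 of 10), endothelium 0.72 (adjusted p 0.0099, 9 of 10) and B cells 0.47 (adjusted p 0.0054, 9 of 10). After PD-1 Ab treatment the fibroblast score was 1.18 higher (exact permutation test, adjusted p 0.025, 5 of 5 above the isotype median) and skeletal muscle 1.82 (adjusted p 0.0134, 5 of 5). With median-of-ratios scaling each of these scores remained higher than in the controls. Bulk tissue cannot tell a rise in a cell type from a smaller share of tumor cells, and the runs of identifiers overlap with the PD-1cKO label. Of the differences between the models, that of neutrophils had an adjusted p of 0.089 and that of skeletal muscle 0.23. Tissue around the tumor in the dissected piece may add to these scores. Of the scores of surrounding tissue (adipose tissue, skeletal muscle, epidermis), 0 of 3 passed the same test under the PD-1cKO label, and adipose tissue had the lowest unadjusted p, 0.0605.

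Pdcd1 was higher and not lower under the PD-1cKO label. More T cells in these tumors are a candidate explanation. Relative to the mean of Cd3e, Cd3d, Cd3g and Cd247, Pdcd1 changed by -0.16 on the log2 scale (permutation test, p 0.134), and 9 of 10 tumors were below the WT median. After PD-1 Ab treatment the same measure rose by 0.29 (exact permutation test, p 0.0159). The rise of Pdcd1 is thus of the size of the rise of T-cell genes. That does not show whether exons 2 and 3 are missing, and a mislabelled group was not ruled out by Pdcd1. The paper has other evidence of the deletion: by flow cytometry, PD-1 was nearly gone from CD4 and CD8 T cells in tumors of PD-1cKO mice at its last time point. It does not state that those tumors were the sequenced ones.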

How the results depend on the processing

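No test in this part was chosen only after the result was seen, but 4 alternatives were: leaving out replicates for the gene sets, for the tissue markers and for the difference between the models, and the replicate block for the gene sets.

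Among single genes, marker sets and gene sets, 732 of the values under an alternative kept their direction and their side of the threshold. Another 68 were weaker, 3 stronger and 6 reversed. With each replicate left out in turn, 855 kept both, 110 were weaker and 15 reversed. Counts below are of called genes, and the cause of each change was not tested unless stated.

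With log2(FPKM + 1), 617 genes were called under the PD-1cKO label (1217 as reported), 135 between baseline and isotype control tumors (89), 1038 in the union (1711), 190 in both models (305) and 41 as unique to the PD-1cKO label (94). Then 6 of the named genes were called in both models (10), and 43 genes differed between the models (16). With no low-expression filter, 450 were called after 2 antibody doses (799), 57 against baseline, 1109 in the union, 163 in both and 56 as unique to the PD-1cKO label, and 33 differed between the models.

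Upper-quartile scaling called 2 genes after the first dose (0 as reported, with 895 at an unadjusted p under 0.05). With median-of-ratios scaling the correlation of log2 fold changes was 0.784 (0.842), and 10 genes differed between the models. With all tumor groups in 1 fit, 10 genes were called after the first dose and 157 were unique to the PD-1cKO label. Array weights called 22 genes after the first dose, 1773 after the second, 589 under the PD-1cKO label and 398 against baseline. They gave 275 genes unique to PD-1 Ab (63) and 36 to the PD-1cKO label, a correlation of 0.686 and 938 genes that differed between the models.

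With the replicate number as a block, 316 genes were called after 2 doses, 1083 in the union, 124 in both and 26 as unique to PD-1 Ab, and 6 named genes in both. The same-numbered samples of the groups were no more alike than others: the mean correlation of their residuals was -0.0002 at day 11, -0.05 at day 15, -0.03 under the PD-1cKO label, -0.04 for tumors against cells and -0.01 for baseline tumors. With the runs of identifiers as a covariate, 0 genes were called under the PD-1cKO label, 799 in the union, 0 in both, 0 as unique to the PD-1cKO label and 0 named genes in both, and the correlation was 0.656. In that fit 6533 genes had an unadjusted p under 0.05 under the PD-1cKO label, and 7 of 10 tumors labelled PD-1cKO form a run without WT tumors. The union there holds PD-1 Ab genes only, over which the correlation was 0.640 without the covariate.

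Leaving out each replicate in turn gave 0 to 7 genes after the first dose (10 fits), 375 to 1534 after the second (10 fits) and 743 to 1871 under the PD-1cKO label (20 fits). It gave 2562 to 3364 between tumors and cells and 13 to 166 against baseline (8 fits each). Over 30 fits the union held 1293 to 2341 genes, both models shared 163 to 499, 32 to 103 were unique to PD-1 Ab and 49 to 252 to the PD-1cKO label, the correlation was 0.801 to 0.866, and 9 to 11 named genes were called in both. The difference between the models was called for 2 to 61 genes (10 fits). The number of Reactome sets moved less: 380 to 403 for PD-1 Ab, 382 to 414 for the PD-1cKO label and 318 to 345 in both, and with the block 370, 397 and 328. The score of adipose tissue was 2.11 to 3.34 higher after PD-1 Ab and 1.00 to 1.79 under the PD-1cKO label, that of skeletal muscle 0.97 to 2.21 and -1.67 to -0.72, and that of epidermis 0.20 to 0.36 and 0.16 to 0.32.

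The reversed values were of changes between -0.10 and 0.11 as reported, apart from a gene set. Ptpn2 after the first dose (0.11 as reported) was -0.14 with median-of-ratios and -0.072 with upper-quartile scaling. Fam20c after the second dose (0.06) was -0.0046 with array weights. With the runs of identifiers as a covariate, Gbp2 under the PD-1cKO label (0.02) was -0.83. Muscle contraction under the PD-1cKO label (normalized enrichment score 0.70) was -1.72 when ranked by log2 fold change and -0.66 with the block. With replicates left out, Fam20c ran from -0.51 to 0.18 after the first dose (-0.10 as reported, reversed in 3 of 10 fits) and from -0.050 to 0.165 after the second (reversed in 3 of 10), and Gbp2 under the PD-1cKO label from -0.10 to 0.23 (reversed in 9 of 20).

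Ifng under the PD-1cKO label lost the threshold in 17 of 30 alternatives (adjusted p 0.00118 to 0.0809) but kept its direction (log2 fold change 0.64 to 1.21). The depth of the samples is not known from FPKM, so what it limits could not be given. At day 11 simulated changes were mostly missed, with as many tumors as at day 15. Both simulated groups took the spread of the isotype control tumors of day 11, which include the outlying replicate 1. The simulation was not repeated without that tumor, so the share missed cannot be put down to the time point.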

Differences from the paper's values

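No test in this part was chosen only after the result was seen, and the alternatives named here were all set before the data were examined.

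For PD-1 Ab treatment at day 11, 0 genes were called at no fold limit, at 1.5-fold and at 2-fold, where the paper gives 13, 13 and 12, and 895 had an unadjusted p under 0.05. With all tumor groups in 1 fit the count was 10 at each limit and came within range, which here means within 1.5-fold of the paper's value. No other alternative did.

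For the PD-1cKO label 3217 genes were called at no fold limit against the paper's 5771, and all tumor groups in 1 fit, with 4330, was the only one of 10 alternatives to come within range. At 2-fold 1217 were called against the paper's 1880. There the values under all tumor groups in 1 fit (1545) and median-of-ratios scaling (1255) came within range, and so did 5 of the fits that left out a replicate (1320 to 1871), but no other of the 30 alternatives.

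The union at no fold limit held 3809 genes against the paper's 6080. All tumor groups in 1 fit (4705) and array weights (6972) came within range, and the other 8 of the 10 alternatives did not. The intersection held 651 genes at no fold limit and 577 at 1.5-fold against the paper's 1099 and 987, and array weights (1565 and 800) came within range as the only one of 10 alternatives. At 2-fold it held 305 against the paper's 773, and none of 40 alternatives closed the gap. Genes unique to the PD-1cKO label at no fold limit were 799 against the paper's 2005, which all tumor groups in 1 fit (1426) brought within range and the other 9 alternatives did not.

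The log2 fold change of Gbp2b under the PD-1cKO label was -0.27 against about 0.2 in Fig. 5B, read by eye. A log2 fold change was counted as different for another sign or a gap above the SD between tumors. Here only the sign differed, in all 30 alternatives too. The gap was smaller than the SD of 1.07 of its log2 values under the PD-1cKO label, so no real disagreement is shown.

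Some statements of the paper without a value to compare also differ, in full or in part. The paper gives a far larger number of genes upregulated in both models (Discussion); here 291 genes were called as higher in both, and 961 genes of the union were higher in both. It states that the IFNγ signaling pathway was upregulated in both models, which under the PD-1cKO label depended on the test. The gene set passed when genes were ranked (normalized enrichment score 2.45, fgsea adjusted p 0.0075) and in the camera test (adjusted p 5.1e-05). But 7 of its 77 genes were called as higher (Fisher's exact test, adjusted p 0.765), and 12 with median-of-ratios scaling (adjusted p 0.080). The legend of Fig. 5 names Gbp2 and Fam20c as different between the models at its limit; their adjusted p was 0.101 and 0.253. With array weights Gbp2 had an adjusted p of 0.0029 and Fam20c 0.055, and no setting brought either under 0.001.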

Other observations

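Of the tests in this part, those on short RNAs as a source of more called genes, on the RNA classes of the 2 studies and on other splits for the correlation over all genes were chosen only after the result was seen.

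Other ways to split the same tumors were fitted as the real groups were, over splits that part as many same-numbered samples. They do so by exchanging samples of the same number between the groups, while other splits may put same-numbered samples together. At day 11 all 16 of 16 splits gave as many genes as the real one, 0, against 895 at an unadjusted p under 0.05. At day 15 the real split alone did, 1 of 16, a share that cannot fall under 0.05 among such splits. For tumors labelled PD-1cKO it was 1 of 100, with at most 243 genes in another split. For tumors against cells and for baseline against isotype control tumors it was 1 of 8 each, which again cannot fall under 0.05. Over splits of any kind it was 1 of 100 for day 15, with at most 1 gene in another split, and 1 of 56 for each of these, with at most 1 and 4 genes. Same-numbered samples were no more alike than others, so splits of any kind can be counted here. For the calls at day 15, against cells and against baseline, they argue against a grouping of the samples by chance. With splits of both models drawn together, 1 of 100 gave a union and an intersection as large. The correlation over the union existed in 8 of these splits, those with at least 10 genes in the union, and 1 of 8 was as large, too few to set it apart from other splits. Over all genes tested in both models 1 of 100 gave a correlation as large as 0.700, and the largest other was 0.607, or 0.642 over splits of any kind. For genes unique to PD-1 Ab it was 7 of 100, some of which keep the real PD-1 Ab split beside a false PD-1cKO split, and for genes unique to the PD-1cKO label 2 of 100. For genes that differ between the models, 3 of 100 permutations of the model labels gave as many as the real labels, 16, and the largest gave 1101. For Reactome sets it was 2 of 16 for PD-1 Ab and 10 of 100 for the PD-1cKO label, so the number of passing sets alone does not set the real groups apart from other splits of the same tumors.

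More genes were called under the PD-1cKO label than after 2 doses of PD-1 Ab. Group size is a candidate explanation: over 100 draws of 5 and 5 tumors the median count was 0, below the 799 of PD-1 Ab treatment. A difference in the share of FPKM taken by short RNAs does not explain it, since 1255 genes were called with median-of-ratios scaling, and gene length bias does not, with 1241 after each sample's trend with length was removed. Surrounding tissue was not ruled out: 0 of 3 tissue scores passed the test, but that of adipose tissue was 1.49 higher (permutation test, p 0.0605). With the tissue scores of each tumor as covariates 536 genes were called, 475 of them among the reported ones. The same covariates left 4 genes of the PD-1 Ab comparison, where 3 covariates take up much of 10 tumors, so this test weighs little. A batch that follows the runs of sample identifiers was not ruled out: 0 genes were called with it as a covariate, but 6533 had an unadjusted p under 0.05, and the label and the run are only partly separable.

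Fam20c rose under the PD-1cKO label and not after PD-1 Ab treatment, but the difference itself had an adjusted p of 0.253. With the 3 surrounding tissue scores as covariates its log2 fold change was 1.09 with an adjusted p of 0.0147, and without them 1.22 and 0.0056. Surrounding tissue may thus add a small part of the rise, most of which stays. With median-of-ratios scaling the difference between the models had an adjusted p of 0.248, so the share of short RNAs was not shown to hide or make a difference (0.055 to 0.352 over the alternatives).

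RNAs that lack a poly(A) tail differed between the sequencing studies. The summed FPKM of snoRNA genes had a median of 4.78 in isotype control tumors of day 15 and 2717 in WT tumors of the PD-1cKO study. For snRNA genes it was 0 and 2062, for the class misc_RNA 7.17 and 320824, and for lincRNA genes 3247 and 17694. The median log2 difference of 63 histone cluster genes was 9.495, and 62 of them were higher in WT tumors, against -0.32 for 12976 other coding genes. More dividing cells would raise histone genes too, but proliferation markers differed by -0.34. These values are consistent with a difference in library preparation between the studies, while the paper names 1 total RNA kit. Antisense genes point to a difference in strand handling as a hypothesis, and their values are uncertain: of 265 with a mean of at least 1 FPKM in the antibody study, 48 (18.1%) were listed at 0 in all 20 tumors of the PD-1cKO study, against 8 of 12010 coding genes (0.0666%). In the reverse direction it was 0 of 68. Day, host and study change together, so no biological explanation was tested apart from proliferation.

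This bears on the genes that differ between the models. Of the 16 called, 8 (50.0%) had a mean under 0.1 FPKM in both groups of 1 study, against 1135 of 16404 tested genes (6.92%), which suggests that part of the list reflects library preparation. The others include Il12b (2.27), Fcgr4 (1.78) and Cd72 (1.58), named after their values were seen, all with the larger log2 fold change after PD-1 Ab treatment.

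The flow cytometry genes Cd4, Mki67 and Foxp3 were also read. Under the PD-1cKO label Cd4 rose by 1.08 and Mki67 fell by 1.54 on the log2 scale (limma, adjusted p 0.0025 for Mki67). The paper's flow cytometry found more Ki67-positive cells among CD8 T cells of PD-1cKO mice, but not among CD4 T cells. Bulk Mki67 does not give that frequency. It averaged 88.9 FPKM in cultured MC-38 cells, above the 31.8 of WT tumors. The mean of Foxp3 was 0.462 FPKM under the PD-1cKO label and 0.230 in WT tumors, under the expression filter and so without a test. After 2 doses of PD-1 Ab its log2 fold change was 0.40 (limma, adjusted p 0.265). The score of regulatory T cells was 0.79 higher under the PD-1cKO label (permutation test, adjusted p 0.0046) and 1.41 higher after 2 doses (exact permutation test, adjusted p 0.0134). By flow cytometry the paper reports a lower frequency of Foxp3-positive cells among CD4 T cells in PD-1cKO mice and no such fall in antibody-treated mice. Bulk values do not give that share, and Cd4 rose as well. Foxp3 is also a weak measure here: cultured cells had a mean of 1.02 FPKM, and 14.7% of the 50-base stretches of its transcripts occur in another gene. Which cells carry these changes was not tested.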
